# Dietary excess regulates absorption and surface of gut epithelium through intestinal PPARα

**DOI:** 10.1038/s41467-021-27133-7

**Published:** 2021-12-02

**Authors:** Ozren Stojanović, Jordi Altirriba, Dorothée Rigo, Martina Spiljar, Emilien Evrard, Benedek Roska, Salvatore Fabbiano, Nicola Zamboni, Pierre Maechler, Françoise Rohner-Jeanrenaud, Mirko Trajkovski

**Keywords:** Small intestine, Obesity

## Abstract

Intestinal surface changes in size and function, but what propels these alterations and what are their metabolic consequences is unknown. Here we report that the food amount is a positive determinant of the gut surface area contributing to an increased absorptive function, reversible by reducing daily food. While several upregulated intestinal energetic pathways are dispensable, the intestinal PPARα is instead necessary for the genetic and environment overeating–induced increase of the gut absorptive capacity. In presence of dietary lipids, intestinal PPARα knock-out or its pharmacological antagonism suppress intestinal crypt expansion and shorten villi in mice and in human intestinal biopsies, diminishing the postprandial triglyceride transport and nutrient uptake. Intestinal PPARα ablation limits systemic lipid absorption and restricts lipid droplet expansion and PLIN2 levels, critical for droplet formation. This improves the lipid metabolism, and reduces body adiposity and liver steatosis, suggesting an alternative target for treating obesity.

## Abstract (web summary)

Intestinal surface changes in size and function, but what propels these alterations is unknown. Here, the authors show that food excess increases the gut absorptive capacity, and that in presence of dietary lipids, intestinal PPARα is indispensable for the adaptive increase in villi length and function.

## Introduction

Obesity is caused by an energetic disbalance following chronic excess of caloric intake over energy expenditure. Which of the two is more decisive in the modern setting has long been debated^1,2^. Almost all caloric uptake takes place in intestine. However, understanding the relationship between overeating, gut absorption, and obesity is in its infancy. We and others have shown that environmental^3^ or nutritional^4^ stimuli induce changes in gut morphology^5^, which may alter efficiency of caloric uptake^3,6^, contributing to energy homeostasis. While the data on the correlation between the intestinal, villi and microvilli length and the body mass index (BMI) in humans^7–10^ is scarce and contradicting, intestinal hyperplasia is a frequent feature of diabetic hyperglycaemia^9,11^.

Maintenance and expansion of the gut epithelium depends on the activity of Lgr5^+^ intestinal stem cells (ISCs)^12^, which give rise to Paneth cells and rapidly dividing transitory progenitors in intestinal crypts. Along the villi, these cells differentiate into enterocytes, enteroendocrine cells and goblet cells that eventually undergo apoptosis and shedding near the top^13^. Caloric restriction, through Paneth cell mediation, reduces progenitor differentiation and villi length^14^, whereas obese *db/db* mice have longer villi and larger intestines^15^. High-fat diet (HFD) supports division of intestinal stem cells^16^ and tumorigenicity^17^; however, mice fed HFD end up having shorter intestines and villi^4,16^. In contrast, energy-consuming cold exposure shifts intestinal homeostasis towards longer guts and villi^3^, in concert with increased caloric uptake in conditions of increased metabolic demand.

Another metabolic consideration unique to the intestine is that it must distribute nutrients for the rest of the organism while maintaining high metabolic rate for its own needs. As a result, the intestine is a metabolically diversified organ with a complex interplay between processes in the crypt and gut plasticity. ISCs metabolically rely on carbon substrates from Paneth cells^18^ and their own oxidative metabolism^19^. In enterocytes, glutamate is the preferred substrate for oxidation, and is oxidised in both fed (from lumen) and fasted state (from deaminated glutamine), while sugars and fatty acids are released for use elsewhere^20,21^. The entire epithelium is turned over in 3–5 days, which is among the fastest regenerative processes in the body—300 million intestinal epithelial cells need to be generated daily in human to compensate for the losses^13^. Not surprisingly, intestinal homeostasis is energetically costly, and thus likely dependent on energy availability that would in turn control the regenerative processes of the crypt machinery. Changes in intestinal metabolism can affect caloric harvest efficacy^22^, and exert systemic effects on whole body physiology, for example through intestinal gluconeogenesis on hepatic glucose production^23^. Intestinal glycolysis and gluconeogenesis are strongly activated by gastric bypass surgery^24,25^, contributing to its post-resection growth and function. Understanding the metabolic fuelling that enables increase in the intestinal absorptive function holds enormous therapeutic potential. However, the mechanisms and dietary triggers that promote these processes remain elusive. It is also not established how changes in enterocyte metabolism affect nutrient absorption efficiency, both overall and of specific macronutrient.

In this work, we investigate the energy metabolism of the adult gut plasticity triggered by nutritional changes and address the physiological consequences of intestinal metabolic perturbations. We show that intestinal absorptive surface and function are regulated by the amount of consumed food, causing an adaptive increase in the intestinal absorptive capacity in conditions of increased food availability. Using multiple intestine-specific genetic mouse knockouts and human intestinal biopsies, we systematically addressed what metabolic pathways are decisive in controlling the gut plasticity and function. Our work demonstrates that in presence of dietary lipids, PPARα-dependent transcription programs are necessary for enlargement of the intestinal surface through increasing villi length, and for both overall nutrient and triglyceride uptake by enterocytes. Unexpectedly, while PPARα promotes catabolism and fatty acid oxidation in various organs^26,27^, we found that intestinal PPARα deletion or its pharmacological antagonism leads to concomitant reduction of lipid droplet (LD) amount and size, decreased fatty acid transport, and depletion of perilipin 2 (PLIN2), a critical regulator of LD formation. Our work thus proposes that in presence of dietary lipids, the intestinal LD formation and trafficking regulated by PPARα are important rate-limiting steps in the systemic lipid metabolism, and in the food amount-driven intestinal surface enlargement.

## Results

### The amount of ingested food dictates the intestinal absorptive surface and capacity

We first examined intestinal size in genetically obese mice. Both *ob/ob* and *db/db* mice spontaneously overeat throughout their lifetime due to missing satiety signal, conferred by the lack of leptin or its receptor, respectively^28^. Compared to WT mice, *ob/ob* mice had longer and heavier small intestines (Fig. 1a, Supplementary Fig.1a), similar to the increase seen in *db/db* mice (Supplementary Fig.1b). The perimeter of the jejunum was larger (Fig. 1b), and villi and microvilli longer in *ob/ob* jejuna (Fig. 1c, d), thereby vastly increasing the absorptive surface at multiple levels. In *ob/ob* mice, where increased body weight is primarily due to increased fat accumulation, the length of the small intestines correlated with the body weight (Fig. 1e), while being independent of the lean (muscle) mass (Fig. 1f). Analysis of faeces by bomb calorimetry revealed increased caloric extraction from ingested food in *ob/ob* mice (Fig. 1g). Accordingly, increase in absorptive surface of the genetically-induced overeating obese mice correlated with increased body weight and caloric uptake from the intestine.

**Fig. 1:**
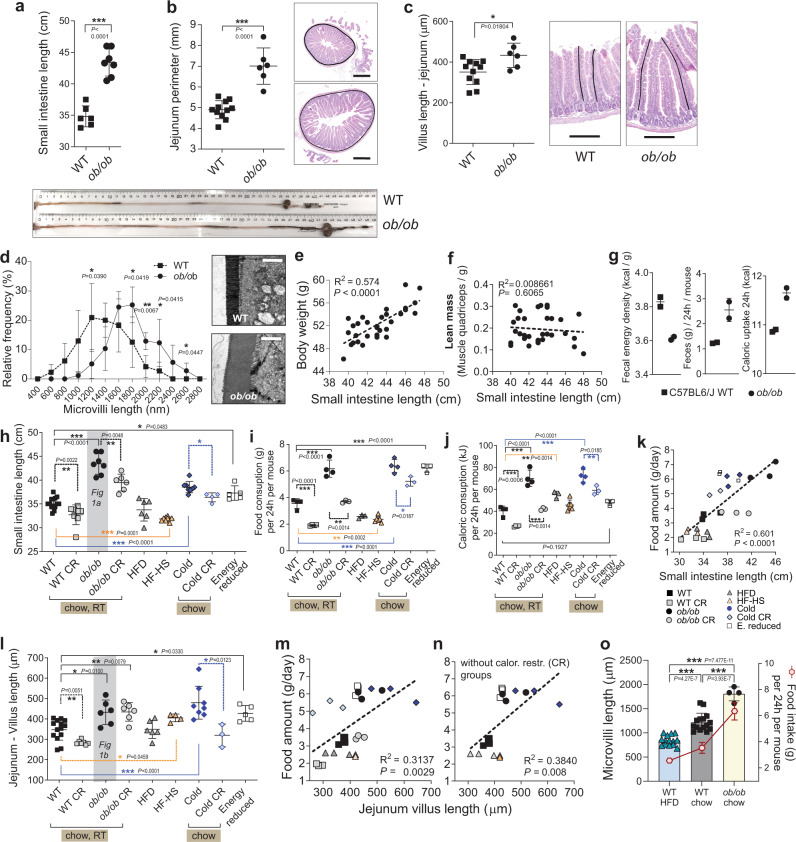
Food amount regulates the intestinal absorptive surface at multiple levels. **a**–**d** Small intestinal length (*n* = 6 WT, *n* = 7 *ob/ob*), repeated in five independent experiments with similar results, and the representative gut images (**a**), perimeter of jejuna (average from *n* = 11 WT, *n* = 6 *ob/ob*) and representative haematoxylin and eosin (H&E) images with perimeter tracing, scale bar: 500 μm (**b**), average lengths of villi in jejuna (average from *n* = 11 WT, *n* = 6 *ob/ob*) with the examples of a villus length measurement on H&E staining, scale bar: 200 μm (**c**), distribution of microvilli lengths (from WT *n* = 5 mice, *ob/ob* *n* = 4 mice) measured along the middle part of villi in proximal jejuna, with the representative electron micrographs, scale bar = 2000 nm (**d**) of *ob/ob* and WT C57BL6/J male mice, 14 week-old. **e**, **f** Linear regression of body weights and small intestinal lengths (**e**) and their lean mass (represented by the weight of the quadriceps muscle) vs. intestinal length (**f**) of *ob/ob* mice pooled from multiple experiments, age 12–14 weeks, *n* = 33 male mice. **g** Caloric density of faecal samples (left), daily faecal output (centre), and total caloric uptake (right, calories from food – excreted calories) in 24 h (right) from WT and *ob/ob* mice, two samples per condition, where each sample is a 24 h faeces collected from a single cage with three mice. **h**–**n** Small intestine length (**h**), daily food intake (**i**), daily caloric consumption (**j**), linear regression of average food intake and intestinal length (**k**), average villi length in jejuna (**l**), linear regression of villi length in jejuna and food intake with (**m**) or without (**n**) calorically restricted groups of male mice under different dietary regimes, 14 week-old, C57BL/6 J background, SPF facility. Abbreviation of the treatments: CR caloric restriction (60% of ad libitum) for six weeks (WT, *ob/ob* groups) or 10 days (cold), HFD high-fat diet, HF-HS high-fat high-sucrose diet, RT room temperature (23 °C), Cold 6 °C for 30 days, Energy reduced ad libitum feeding on diet with the low caloric density for 30 days. For i-n the WT group is pooled from all the respective experiments (**o**), Mean lengths of microvilli from middle part of jejuna of WT mice fed HFD (*n* = 14 mice) or standard chow (*n* = 15), and of *ob/ob* mice (*n* = 4) and their average food intake. Shaded data in (**h**) and (**l**) are repeated data from (**a**) and (**b**). For (**h**), *n* = 14 (WT), eight (WT CR), seven (*ob/ob*), six (*ob/ob* CR), six (HFD), eight (HFHS), 8 (Cold), four (Cold CR) mice. For l, *n* = 14 (WT), seven (WT CR), six (*ob/ob, ob/ob*, HFD), four (HFHS), eight (Cold), three (Cold CR), five (ER) mice. For (**i**), (**j**), *n* = 4 cages (WT, WT CR, ob/ob, Cold), *n* = 3 (ob/ob CR, HFD, Cold CR, Energy reduced), *n* = 6 cages (HF-HS). For (**k**), (**m**), (**n**), *n* = 3 per group, where each dot represents average intestinal or villus length and food intake in a single cage. All data represent mean ± S.D. Statistical tests: for (**h**), (**i**), (**j**), l one-way ANOVA, Dunnet’s post-hoc correction for multiple comparisons (all groups compared to WT), the alpha 0.05 (solid lines), or two-sided *t*-test (dashed lines); for (**k**), (**m**), (**n**) linear regression, confidence level 95%; for all other panels unpaired two-sided *t*-test, confidence level 95%. *P ≤ 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

To determine if intestinal size correlates with food intake, we compared intestinal sizes (Fig. 1h) in *ob/ob* and in several groups of C57BL/6 J (WT) male mice (Charles River France) at 14 weeks of age, which differed in the amount of eaten food (Fig. 1i) due to exposure to a different temperature, food type or caloric restriction. *Ob/ob* mice ate 50% more standard chow food than WT. However, when the amount of chow given to *ob/ob* was restricted to the same amount as eaten by WT during six weeks (*ob/ob* CR), the small intestine of *ob/ob* decreased in length and width (Fig. 1h, Supplementary Fig.1c). Similarly, WT mice calorically restricted to 60% of ad libitum standard chow, decreased their intestinal length (Fig. 1h). Intestinal length increased in mice where overeating was induced by a 30-day 6 °C exposure. This increment was attenuated when food amount was restricted from *ad libitum* to the minimal necessary levels for 6 °C exposure (Fig. 1h, j). To further address if the amount of eaten food per se, rather than obesity drives the intestinal enlargement, we assessed the gut surface following multiple feeding regiments with food of different caloric densities and food intakes. Mice eat smaller quantities of high-fat diet than of standard chow due to higher energy density of HFD, but that still translates to more calories taken in (Fig. 1i, j). Depending on the exact type of high-fat diet, intestinal length was unchanged or shortened compared to normal chow-fed mice. The calorically most dense high-fat, high-sucrose diet (HF-HS), and fibre-poor, butter-derived HFD shortened the gut (Fig. 1i, Supplementary Fig.1d, Supplementary Table 2). In an interesting contrast to HFD, the energetically depleted food (lower caloric density per gram) demanded overeating and led to gut extension (Fig. 1h, i). A comparison of these conditions revealed a correlation between average intestinal length and the weight of consumed food (Fig. 1k). We found a positive relationship between food intake and average villus length in jejunum (Fig. 1l–n). Food intake and microvilli length of the jejunal brush border, strongly matched in WT HFD, WT chow, and *ob/ob* chow mice. (Fig. 1o). Consistent with the recent report^29^, HF-HS mice had slightly increased villi length likely due to the fructose present in this diet. The correlation between food amount and intestinal plasticity was further tested against variations that could arise from different food mixtures and mice suppliers. Three chow mixtures from different suppliers caused similar food intake and intestinal length (Supplementary Fig.1e, g), though interestingly, a protein-rich, soya and fish-derived diet had increased starting villi length compared to other two vegetable-based foods (Supplementary Fig.1f). C57BL/6 J from Janvier had longer intestines on chow diet compared to mice obtained through Charles River, and HFD produced stronger surface decrease in these mice (Supplementary Fig.1h, i). This suggests that factors such are macronutrient composition or microbiota can influence starting intestinal surface, which is then strongly modified by the food intake. Taken together, these data show that while keeping constant genetic background, age, sex, SPF housing, the intestinal absorptive area positively correlates with the amount of eaten food in respective mice, independently of the caloric intake from that food.

### Multiple energetic pathways are upregulated, but dispensable for the increased intestinal surface and function in vivo

Next, we systematically analysed the upregulation of metabolic pathways in elongated guts. Pathway enrichment analyses of transcriptomes from jejuna of cold-exposed mice revealed that energy conversion pathways, such as glutamate and glucose metabolism, as well as oxidative phosphorylation were among the top upregulated hits. (Fig. 2a). Detailed analysis of major metabolic pathways showed similarities in upregulation of genes that regulate nutrient uptake (glucose transporters, *Sgk1*), glycolysis (*Hk2*, *Aldob*, *Pkm*), gluconeogenesis (*Pck1*, *Fbp1*, *G6pc*), glutamate pathways (*Gpt*, *Got1*, *Glud1*) and fatty acid oxidation (*Ppara*, *Acox1*, *Acox2*, *Pdk4*), in both environmentally (cold exposure) and genetically-induced (*ob/ob*) expanded guts (Fig. 2b). To establish which of these pathways is needed for supporting gut surface expansion and increased caloric uptake, we generated a series of intestine-specific mouse knockouts of rate-limiting enzymes of upregulated pathways, using inducible *villin-CreERT2* line. Target genes were phosphoenolpyruvate kinase (*Pck1*) for gluconeogenesis (Supplementary Fig. 2), hexokinase 2 (*Hk2*) for glycolysis (Supplementary Fig. 3) and glutamate dehydrogenase (*Glud1*) for glutamate oxidation (Supplementary Fig. 4). These specific and complete deletions of the target genes in the intestine neither prevented intestinal adaptations after 30 days of cold exposure, nor altered body weight gain and gut morphology upon HFD feeding (Supplementary Fig. 5).

**Fig. 2:**
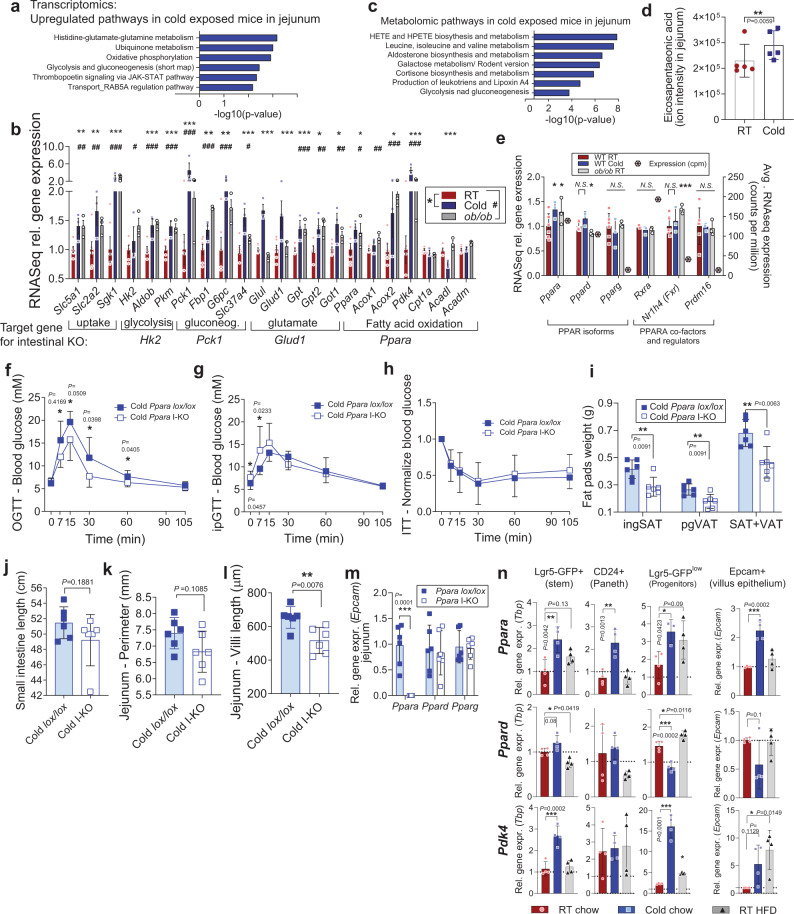
Energy harvesting pathways are upregulated in enlarged intestines of overeating mice, among which *Ppara* is necessary for villi elongation. **a** RNASeq pathway analysis by MetaCore upregulated pathways in jejuna of 30-day cold-exposed WT mice (Cold) compared to room temperature (RT) mice, *n* = 3 sample per group, each sample is a pool of two biological replicates. **b** Relative RNASeq expression of metabolic genes in RT and Cold mice as in a, and in male *ob/ob* mice, *n* = 3 per group, where each sample is a pool of two proximal jejuna. RT *n* = 3 vs. Cold *n* = 3 (*), and WT *n* = 3 vs. ob/ob *n* = 3 (#) comparisons are from separate experiments, Counts normalized and RT and WT pooled together in the figure. **c** Enriched metabolomic pathways in Cold mice jejuna (the whole tissue lysate), for metabolite fold-change *P* < 0.05, as implemented in MetaCore, *n* = 5 mice per group. **d** Relative concentration of eicosapentaenoic acid in jejuna of RT and Cold mice, *n* = 5 per group (*P* = 0.00594, z-scores of the replicates with a z-test, uncorrected for multiple comparison). **e** RNASeq expression of PPAR-related genes in RT, Cold and *ob/ob* mice as in (**b**), together with the average count per million in the RT mice, * and # as in (**b**). **f**–**m** oral glucose tolerance test (**f**), intraperitoneal GTT (**g**), insulin tolerance test (**h**), white adipose tissue pads (ingSAT inguinal subcutaneous adipose tissue, pgVAT perigonadal visceral) (**i**), small intestinal length (**j**), average perimeter of jejunum (**k**) and average villi length in jejunum (**j**) of 30-days cold-exposed *Ppara lox/lox* and *Ppara* I-KO male mice, 16 week-old, *n* = 6 mice per group. **m** Gene expression by qPCR of Ppar isoforms in jejunum tissue of mice from (**f**–**m**). **n** Gene expression by qPCR of *Ppara*, *Ppard*, and PPAR target *Pdk4* in FACS-sorted jejunal cells from Lgr5-EGFP mice exposed two weeks to cold (6 °C) or HFD on RT, from *n* = 4 mice per group. Levels are normalized to *Tbp*, and to room temperature stem cell values (for crypt cell types). All data represent mean ± S.D. *P ≤ 0.05, **P < 0.01, ***P < 0.001 of unpaired two-sided *t*-test, confidence level 95%, except for (**b**) and (**e**), were *P* values for RNASeq data were calculated using general linear model with negative binomial distribution, no correction for multiple comparison, for (**d**), z-scores, and for (**m**), one-way ANOVA, Dunnet’s post-hoc correction for multiple comparison, alpha 0.05. Source data are provided as a Source Data file, including exact *P* values for panels (**b**) and (**e**).

### Intestinal PPARα is necessary for villi elongation

In search of the mechanisms for the altered intestinal function, we next measured soluble metabolites in jejunum samples of cold-exposed mice. The top enriched metabolic pathways as determined by metabolomics were biosynthesis and metabolism of hydroxyeicosatetraenoic acids (HETE) (Fig. 2c), which are derivatives of arachidonic acid. HETEs activate PPARs, including PPARα^30^. Branched-chain aminoacids and glycolytic and gluconeogenic metabolites were also high after cold exposure. Eicosapentaenoic acid (EPA), another eicosanoid that binds and activates PPARs^31^ was elevated in jejuna of cold-exposed mice (Fig. 2d). The critical regulator of the tricarboxylic acid (TCA) cycle, *Pdk4*, which favours β-oxidation by negatively regulating the enzyme that channels glycolytic carbons into the TCA cycle, was strongly upregulated in cold and *ob/ob* (Fig. 2b). The two main PPAR isoforms expressed in intestines are PPARα and PPARδ, while PPARγ is ten times less abundant (Fig. 2e). Of these, *Ppara* expression is the most abundant in jejunum and the only one that was upregulated by cold exposure and in *ob/ob* mice. Expression of transcriptional regulator *Prdm16* and PPARα co-activator *Rxr* were not changed, while the PPARα target *Nr1h4* (coding for FXR) that regulates fatty acid oxidation was induced in *ob/ob* mice. We used the previously described^32^ *Villin-Cre* x *Ppara lox/lox* mice (*Ppara* I-KO, Supplementary Fig. 6a-f) to study the role of intestinal fatty acid oxidation in gut expansion. We first exposed mice to 6 °C for 30 days to provoke gut expansion (Fig. 2f–l, room temperature controls in Supplementary Fig. 6g-l). The *Ppara* I-KO mice exhibited better oral glucose tolerance, particularly at the early absorption stage (Fig. 2f), which was not the case for intraperitoneal injection (Fig. 2g), and not due to different insulin sensitivity (Fig. 2h). *Ppara* I-KO mice had lower fat mass compared to their controls after 30 days of cold exposure (Fig. 2i), owing to a reduction in both subcutaneous and visceral fat depots. The gut length increased in both *Ppara* I-KO and control mice upon cold exposure compared to room temperature (Fig. 2j, Supplementary Fig. 6j), though I-KO trended toward a smaller perimeter (Fig. 2k). Markedly, *Ppara* I-KO prevented the increase of villi length induced by cold treatment (Fig. 2l, Supplementary Fig. 6l), implying that PPARα is necessary for adaptive elongation of the crypt-villus axis, but dispensable for the longitudinal expansion of the small intestine.

### *Ppara* is the dominant PPAR increased in jejunal epithelial cells upon cold and HFD exposure

PPARα global and liver-specific ablation lead to increased fat accumulation and liver steatosis^26^. *Ppara* expression is induced by a high-fat feeding both transcriptionally and allosterically by fatty acid binding, and PPARα coordinates transition to fasting by activating genes of hepatic fatty acid mobilization, oxidation and ketogenesis^33^. In intestines, PPARα induces FAO as in the liver^34,35^, but its role in relation to global energy homeostasis is less understood. Its expression is highest in the jejunum and decreases progressively along the ileum^36^. Pharmacological activation of PPARα over short-term can inhibit the ingestion of HFD^35,37^, and reduce cholesterol esterification in the intestine^38^. Abrogation of PPARα as the most abundant PPAR isoform (Fig. 2e) does not cause transcriptional compensation of the remaining two isoforms in jejunal tissues (Fig. 2m). As whole intestinal tissue contains many cell types besides epithelial, we characterized spatial distribution of PPARα by sorting intestinal epithelial cells from RT- or cold-exposed *Lgr5-EGFP-IRES-creERT2* mice (Supplementary Fig. 7a-c). *Ppara* and its hallmark target *Pdk4*, but not *Ppard*, are upregulated in response to cold in sorted stem, Paneth, and transient progenitor cells in the crypts, as well as in sorted epithelial cells along the villus (Fig. 2n). Fractionation of intestinal tissue into villus, crypt and muscular-serosal layers confirmed that *Ppara* upregulation is limited to absorptive part of the intestine (Supplementary Fig. 7d). To check if HFD induces *Ppara* expression in the epithelial cells, in parallel to cold exposure, we isolated cells from Lgr5 mice fed HFD on RT, and confirmed predominant upregulation of *Ppara* isoform during HFD in jejunum, particularly in the progenitor cells in the crypts (Fig. 2n, Supplementary Fig. 7d).

### Intestinal *Ppara* KO reduces fat absorption and accumulation during HFD

To investigate the functional role of intestinal PPARα in caloric absorption, we fed C57BL/6 J HFD (60% of calories from fat) or HF-HS diet (60% of calories from fat, 25% from sucrose) for six weeks. Both diets robustly increased expression of *Ppara* in the jejunum, together with its target genes *Acox1* and *Pdk4* (Fig. 3a). *Ppara I*-KO gained less body weight when put on HFD (Fig. 3b), despite the same food intake as controls (Fig. 3c). As energy expenditure did not differ between the controls and *Ppara* I-KO (Supplementary Fig. 8a, b), we measured efficiency of caloric absorption by the intestines using indirect calorimetry of the faecal samples. Caloric density of faeces was higher in *Ppara* I-KO, signifying lower caloric uptake from the ingested food (Fig. 3d–f). After four months of HFD, *Ppara* I-KO mice showed lower total adiposity (Fig. 3g) compared to the control littermates. Similarly, *Ppara* I-KO reduced body weight gain on HF-HS diet, independently of treatment length (Supplementary Fig. 8c). Following 12 months of HF-HS diet, *Ppara* I-KO mice had reduced adiposity (Fig. 3h), and improved oral glucose tolerance (Supplementary Fig. 8d); hence, intestinal PPARα depletion ameliorated the diet-induced obesity independently of the type and length of the high-caloric diet.

**Fig. 3:**
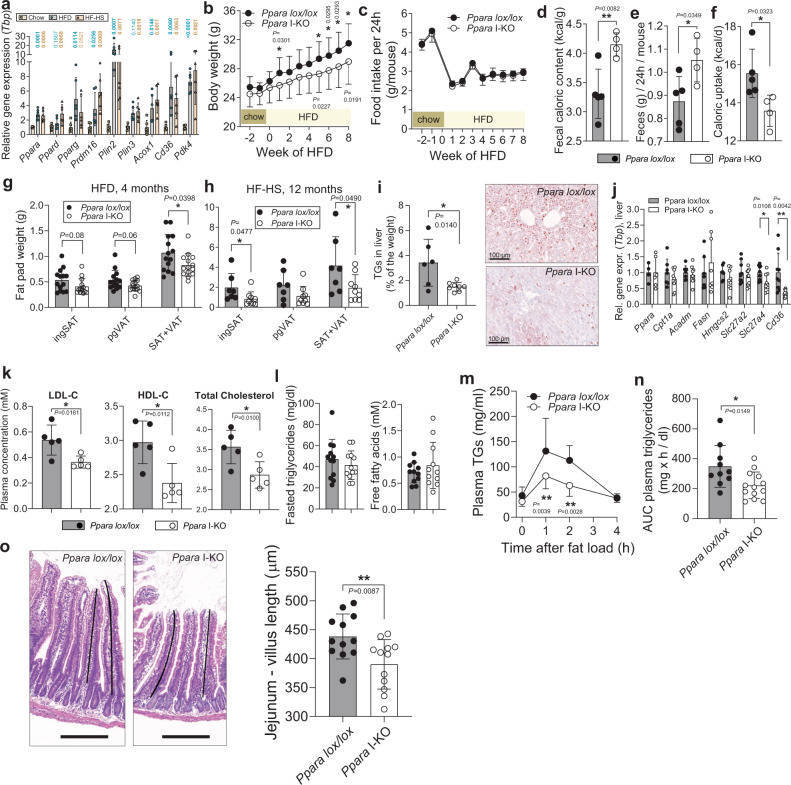
*Ppara* intestinal KO reduces adiposity, caloric uptake and postprandial lipidaemia on HFD. **a** Relative gene expression (qPCR normalized to *Tbp*) in proximal jejuna of WT C57BL6/J mice on ad libitum chow, HFD and HF-HS (*n* = 6 mice per group). **b** Body weight development of *Ppara lox/lox* (*n* = 17), *Ppara* I-KO (*n* = 15) on HFD. **c** Daily food intake per mouse, *n* = 5 cages per group, two mice per cage on HFD. **d**–**f** Caloric density of faecal samples (**d**), daily fecal output (**e**), and total caloric uptake (calories from food − excreted calories) (**f**) in HFD mice, *n* = 5 (lox/lox) or four (I-KO) independent samples, where each sample is a pool of 48 h faeces from two mice in a single cage. **g**–**h** Fat pad weights, after four months of HFD (**g**), *n* = 14 mice per group from two independent experiments, and after 12 months of HF-HS diet (**h**), *n* = 7 (lox/lox) or 9 (I-KO) mice, ingSAT inguinal subcutaneous, pgVAT perigonadal visceral adipose tissue. **i** Triglyceride content in liver, *n* = 6 (*lox/lox*) or eight (I-KO) mice, and representative Oil red O staining of the liver cryosection, scale bar = 100 μm. **j** Relative gene expression (qPCR normalized to *Tbp*) in the liver of *n* = 4–9 (lox/lox) or 6–9 (i-KO) mice pooled from two independent experiments. **k** LDL, HDL and total cholesterol in plasma of fasted mice, measured by Cobas C111 platform, *n* = 5 mice per group. **l** Triglycerides (*n* = 12 mice per group) and free fatty acids (*n* = 11 mice per group) in plasma of fasted mice. **m**, **n** Plasma triglyceride levels after oral administration of 100 μl of olive oil (**m**) and corresponding area under the curve (**n**), *Ppara lox/lox* *n* = 10, I-KO *n* = 13. **o** Representative H&E staining and villi tracing, scale bar = 200 μm, and average jejunum villus length from *n* = 12 mice per group (**o**). **b**–**o** *Ppara lox/lox* and *Ppara* I-KO are male mice on HFD (diet start at age eight weeks), sacrificed at age 25 weeks, if not indicates otherwise. **b**, **c** are representative of three independently repeated experiments, **e**–**o** are pool from two experiments. All data represent mean ± S.D, *P ≤ 0.05, **P < 0.01, ***P < 0.001 of unpaired two-sided *t*-test, confidence level 95%. Source data are provided as a Source Data file.

As HFD leads to ectopic fat accumulation in the liver, and *Ppara* is most abundantly expressed in the liver, we measured hepatic triglyceride contents. Surprisingly, intestinal *Ppara* KO prevented hepatic steatosis, as triglycerides and neutral lipids were decreased in *Ppara* I-KO mice (Fig. 3i). Liver weight was also reduced (Supplementary Fig. 8f). Therefore, we wondered how the abrogation of PPARα in intestine cause lower fat accumulation in the liver, where PPARα is intact. Quantitative RT-PCR suggested that *Ppara*, and the main genes of hepatic fatty acid oxidation and synthesis were not affected (Fig. 3j). However, the principal regulator of fatty acid transport *Cd36*, and the intracellular long-chain fatty acid transport protein 4 (FATP4, gene *Slc27a4*) were decreased in *Ppara* I-KO livers (Fig. 3j). This hinted to a potential difference in circulating lipids. Indeed, both low- and high- density lipoproteins were reduced in *Ppara* I-KO mice in the fasted state (Fig. 3k), but the levels of fasting plasma triglycerides (TGs) and free fatty acids (FFA) remained comparable (Fig. 3l). To test if the postprandial lipid absorption differed, we orally administered olive oil to fasted mice. Fatty acids are taken up by enterocytes and re-esterified to triglycerides, which are then packaged into chylomicrons. These are then first secreted in lacteal inside the villus, from where they enter the lymphatic system and latter join the systemic blood circulation via the lymphatic thoracic duct. *Ppara* I-KO mice displayed a markedly lower rise in circulating TGs after acute olive oil load (Fig. 3m, n). This difference was not due to altered gut membrane integrity, which remained intact in both *Ppara* I-KO and the controls, as measured by FITC-dextran administration (Supplementary Fig. 8g). TGs from chylomicrons and lipoproteins are hydrolysed by lipoprotein lipase (LPL), whose main sites of expression are endothelial cells in the heart and adipose tissue. Expression of *Lpl* and its co-recruiter *Gpihbp1* were not changed in these organs (Supplementary Fig. 8h, i). These results suggested that attenuated postprandial lipidaemia in *Ppara* I-KO arises from reduced fat absorption in the intestines, rather than increased clearance by the peripheral organs.

### *Ppara* I-KO reduces crypt proliferation

Knock-out of the gut PPARa did not change intestinal length under HFD (Supplementary Fig. 8j). However, consistent with the data from the cold-exposed mice, *Ppara* I-KO villi in jejunum were reduced compared to the control mice (Fig. 3o). These data demonstrate that *Ppara* is necessary but not sufficient for the full growth of a villus in the conditions of increased caloric need (cold) and availability (cold and HFD). We investigated if the effect of PPARα on the villi length may be due to changes in the growth of individual enterocytes, or due to altered cell number along the villi, and found that PPARα deficiency reduced the cell number without affecting their size (Supplementary Fig. 8k, l).

Intestinal surface size depends on stem cell division and subsequent amplification of the progenitors in the intestinal crypts, and the effect of PPARα on the intestinal cell division suggests that PPARα is needed for intestinal crypt proliferation. Therefore, we addressed the role of PPARα in intestinal proliferation using organoid cultures. We isolated crypts from jejuna, and seeded them in matrigel and conditioned medium^19^. To investigate if the amount of budding new crypts from developed organoids is proportional to the in vivo intestinal surface size, we seeded crypts from + */ob* and *ob/ob* mice. Organoids developed from *ob/ob* mice produced more crypts than the controls (Fig. 4a, b). This suggested that crypt-derived organoids in the culture retain proliferative properties of the source intestines. Next, we produced organoids from *Ppara* I-KO and control animals and found reduced budding in the KO organoids (Fig. 4c). We observed similar results by using a selective pharmacological PPARα antagonist GW-6471, where organoids derived from WT mice developed fewer crypts compared to the vehicle-incubated ones (Fig. 4d). To exclude potential PPARα-independent effects of GW-6471, we repeated the experiment in the *Ppara* I-KO mice and found no differences, suggesting that decreased budding is not due to cytotoxicity or non-specific targets (Fig. 4e). Another PPARα antagonist, NXT-629, produced similar inhibition of crypt budding in WT mice (Fig. 4f–h).

**Fig. 4:**
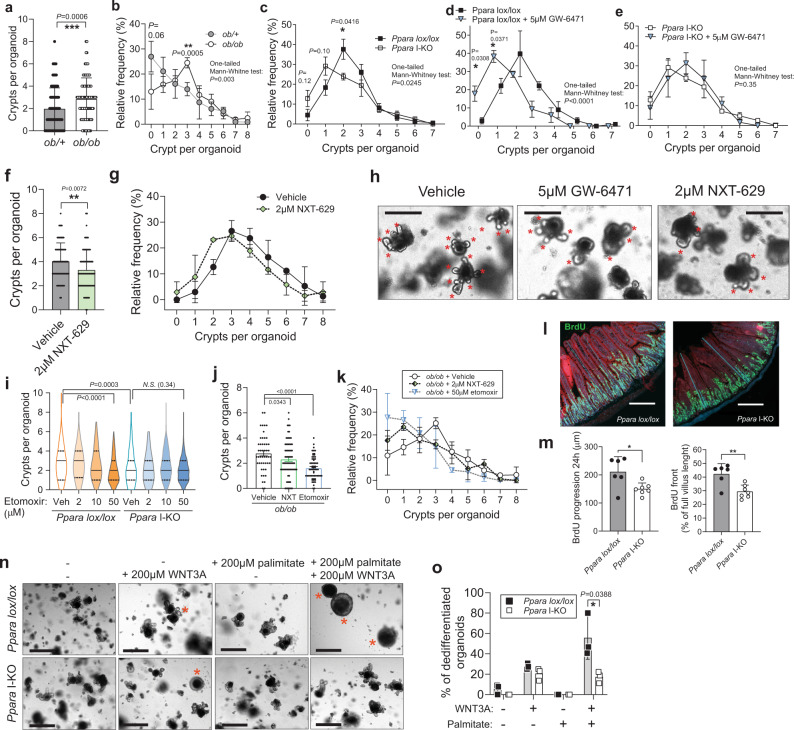
Organoid crypt budding is decreased by PPARα knock-out and inhibition. **a** Number of crypts per organoid in the organoid cultures derived from two *ob/+* and two *ob/ob* mice on chow diet. 120 *ob/+* and 88 *ob/ob* organoids were analysed from 3 wells per group, at day 5, one-tail Mann–Whitney test. **b** Histogram of (**a**) *n* = 3 wells per group. **c** Histogram of organoid distribution according to the number of crypts in the cultures from *Ppara lox/lox* and I-KO mice on chow diet, cultured without inhibitors, pool from two independent experiments and 6 (*lox/lox*) or 5 (I-KO) wells per group, total of 282 (*lox/lox*) or 220 (I-KO) organoids. One-tail Mann–Whitney tests on the histograms refer to the comparison of all organoids between the two groups (as in **a**), and asterisks for difference (two-tailed t-test) between frequencies of distribution on the histograms. **d**, **e** Histogram of organoid distribution by the number of crypts in the cultures from *Ppara lox/lox*, *n* = 3 wells per group (**d**) or *Ppara* I-KO mice (*n* = 5 wells for DMSO, *n* = 3 for GW-6471) (**e**), treated daily with DMSO or 5 μM GW-6471, on day 7. **f** Number of crypts per organoid, on day 9 of daily incubation with 2 μM NXT-629 and its vehicle, from two mice per group, 72 (vehicle) and 69 (NXT-629) organoids analysed, one-tail Mann–Whitney test. **g** Histogram of (**f**). **h** Representative images of organoid cultures from (**d**) and (**f**) on day 9, red asterisks mark crypt outgrowth, scale bar is 200 μm. **i** Violin plot of distribution of organoids per number of crypts in *Ppara lox/lox* and *Ppara I-KO* organoids when incubated with etomoxir, pooled from three wells per group on day 5 in a single experiment, median marked with solid, quartiles with dashed lines. Number of organoid, lox/lox: 251 (vehicle), 84 (2 μM), 169 (10 μM), 162 (50 μM), I-KO: 193 (veh.), 87 (2 μM), 270 (10 μM), 202 (50 μM) j, Number of crypts per organoid from *ob/ob* mice as in (**a**), on day 5 of daily incubation with a vehicle or 2 μM NXT-629, n = 88 (veh.), 127 (NXT), *n* = 201 (etomoxir). **k** Histogram of (**j**). **l**, **m** BrdU staining of jejunum 24 h after injection, with villi counterstained with Evans blue, and thin blue lines indicated measurements of villi and BrdU progression, scale bar is 200μm (**l**), BrdU progression along the villi in μm, and as a percentage of villus length (**m**), *n* = 6 (*lox/lox*), 7 (I-KO) mice per group. **n** Addition of WNT3A to basal ENR medium (EGF, Noggin, R-spondin) induces cystic crypts and organoids (red asterisks), potentiated by addition of palmitate, scale bar is 500μm. **o** Percentage of spherical organoids in the well, *n* = 3 per group, day 7. All data represent mean ± S.D, (except for **I**, as described) *P ≤ 0.05, **P < 0.01, ***P < 0.001 of unpaired two-sided *t*-test, confidence level 95%, except for (**a**, **f**, and **i**), where it stands for one-tail Mann–Whitney non-parametric test. Source data are provided as a Source Data file.

To test if the crypt proliferation depends on PPARα-driven fatty acid oxidation, we incubated organoids with etomoxir, an inhibitor of carnitine-palmitoyl transferase 1 (CPT1), necessary for the import of fatty acids into mitochondria for oxidation. We observed a dose-dependent diminishing in the proliferation rates of the crypts isolated from the control mice down to the KO levels. In contrast, we saw no effect on KO organoids (Fig. 4i), suggesting the absence of unspecific off-target effects. PPARα antagonism also reduced crypt budding in conditions of increased *Ppara* expression, both in the cultures from HFD (Supplementary Fig. 9a–d) and from *ob/ob* mice (Fig. 4j, k), whereas the proliferation in *ob/ob* organoids was reduced by etomoxir (Fig. 4j, k). In contrast, PPARα agonism by Wy-16463 increased proliferation on HFD (Supplementary Fig. 9e). Together, these data show that genetic and pharmacologic inhibition of PPARα reduces crypt proliferation capacity and indicate that fatty acid oxidation metabolically supports this process. To test if this is reflected in the proliferation in vivo, we injected mice with 5-bromodeoxyuracil (BrdU). Following 24 h, we detected decreased cell division and turn-over in the *Ppara* I-KOs compared to their control littermates (Fig. 4l, m). The reduced villi, but not small intestinal length in the *Ppara* I-KO mice indicate that PPARα is required for optimal adaptive growth of the crypt-villus axis. We found no difference in the frequency of Paneth, goblet cells or endocrine cells, nor in the most important gut hormones (Supplementary Fig. 10). 

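RNA from duodena of male mice on 8-week HFD was sequenced, with 3 Ppara lox/lox mice and 4 Ppara I-KO mice. In Ppara I-KO mice the Villin-Cre transgene, which is expressed in the intestinal epithelium, removes the floxed part of Ppara, and the controls were lox/lox littermates. The sample labels give no diet and describe 6 h without food followed by 6 h of refeeding, whereas the methods of the paper give 5 h of fasting unless specified otherwise. The methods name TopHat, the mm10 genome and EdgeR in the paragraph on jejunal sequencing, which names the duodena only at its end. The authors deposited normalized counts (CPM, counts scaled to an adjusted library size) to 2 decimals for 14795 genes. The columns sum to between 969589 and 1098618, so the library sizes behind them were adjusted. In each library the low values lie on multiples of a step, the value of 1 read, of between 0.0393 and 0.0530 CPM. Of the values of up to 20 steps, 100% in each library lay within the rounding of 0.005 of such a multiple, where chance would place between 18.9% and 25.5%. From these steps, between 21183364 and 24678571 reads per lox/lox library were counted on the listed genes (median 23139683), and between 20741419 and 25885331 per I-KO library (median 22515489). The values were tested as deposited, on a log scale and not as counts. The 13399 genes with a CPM above 1 in at least 3 libraries were compared with limma on log2(value + 1), which understates the fold change of low genes, with Benjamini-Hochberg adjustment.

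At an adjusted p of 0.05 by limma, 3 genes were higher and 1 was lower in Ppara I-KO. At an unadjusted p of 0.05 there were 311 higher and 324 lower genes, where 670 in all would be expected by chance. With sample quality weights, an alternative chosen after the data were seen, limma called 12 genes. Ppara, on chromosome 15 of GRCm38 from 85734983 to 85802819, had 53.4, 49.3 and 63.2 CPM in lox/lox replicates 1 to 3. In I-KO replicates 1 to 4 it had 33.0, 40.6, 47.5 and 69.9 CPM, so the library labelled I-KO replicate 4 lay above every lox/lox library. The log2 fold change of Ppara was -0.25 (standard error 0.22, adjusted p = 0.954 from limma), within the spread between mice (exact two-sided permutation test, p = 0.486). With each library left out in turn it stayed between -0.45 and -0.10. A gene total includes reads outside the floxed part of Ppara and reads from cells without Cre, so it does not check the deletion.

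A list of 40 PPARα target genes was fixed in advance. It includes Plin2 and Cd36 of Fig. 6f, whose values in the paper had been seen when it was set. Of the list, 36 could be tested. Of these, 31 were lower in Ppara I-KO, with a median log2 fold change of -0.38 and a range from -1.55 to 0.16. By limma 1 of them passed over all genes tested, and 18 passed when adjusted over the list alone. The 1 gene was Me1, which encodes malic enzyme 1, with 37.2 ± 6.66 CPM (SD, n = 3) in lox/lox and 14.7 ± 2.33 CPM (SD, n = 4) in I-KO duodena. Its log2 fold change was -1.28 (standard error 0.15, adjusted p = 0.0456 from limma), and it was lower in all 4 I-KO libraries than in any lox/lox library. The adjusted p of Me1 from limma rose to 0.195 without lox/lox replicate 1, 0.204 without lox/lox replicate 3, 0.221 without I-KO replicate 1, 0.147 without I-KO replicate 2 and 0.133 without I-KO replicate 3, within a range of 0.0111 to 0.221 over all alternatives. Camera with a preset correlation of 0.01 gave p = 4.35e-24 for the list. The difference also held with the correlation estimated from the data (p = 0.00206) and under fry (p = 0.000744). The p at the preset correlation is far too small for these data, since another split of the same 7 libraries reached 1.52e-17.

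**Figure D1:**
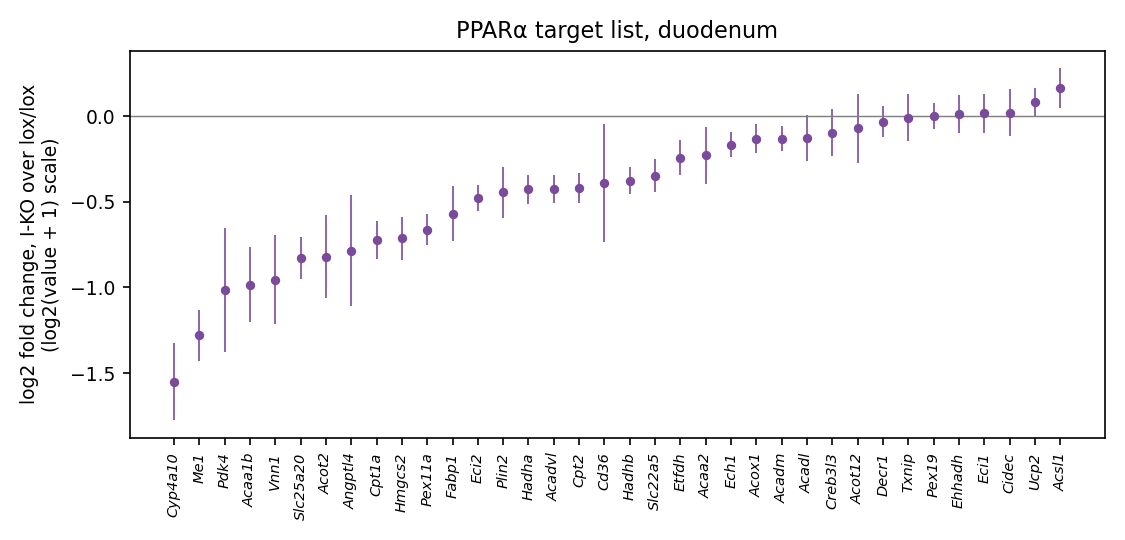
Log2 fold change of the 36 tested PPARα target genes in duodena of 4 Ppara I-KO relative to 3 Ppara lox/lox mice, on the log2(value + 1) scale, with genes sorted along the horizontal axis. Points are limma estimates and bars are standard errors, and 31 points lie below 0.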

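Markers of 7 intestinal cell classes, from lists fixed in advance, were compared between the same 4 Ppara I-KO and 3 Ppara lox/lox duodena. Of 65 marker genes, 62 passed the filter on low values, with 25 higher and 37 lower in Ppara I-KO. By limma 0 passed an adjusted p of 0.05 over all genes tested (smallest adjusted p = 0.791), and 0 passed when adjusted over the list alone (smallest adjusted p = 0.336). Within the 8 markers of proliferating progenitors alone, 1 passed, Ccnd1. At an unadjusted p of 0.05 by limma there were 4 markers, where 3.1 would be expected by chance. The markers named here were chosen after their values were seen. The log2 fold changes lay between -0.39 for Gcg and 0.40 for the stem cell marker Lgr5, whose mean was 5.11 CPM in lox/lox and 7.08 CPM in I-KO duodena. Ccnd1 had 51.3 ± 1.58 CPM (SD, n = 3) in lox/lox and 42.1 ± 1.88 CPM (SD, n = 4) in I-KO duodena, without overlap between the groups, and a log2 fold change of -0.28 (adjusted p = 0.791 from limma). The median log2 fold change was -0.01 for 8 stem cell markers (mean 0.05), -0.08 for the proliferating progenitors and -0.15 for 9 Paneth cell markers. It was 0.04 for 9 goblet cell markers, -0.10 for 11 enteroendocrine cell markers, 0.03 for 7 tuft cell markers (mean -0.0034, and median -0.0019 with column totals) and 0.13 for 10 enterocyte markers. For 8 factors of cell specification the median was 0.0087 (-0.03 with column totals), with a range from -0.14 to 0.16, and 0 passed at an adjusted or unadjusted p of 0.05 by limma. The 95% confidence interval of a marker had a median half-width of 0.33 on the log2 scale, so smaller changes in a single marker were mostly not detectable with 3 and 4 mice.

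**Figure D2:**
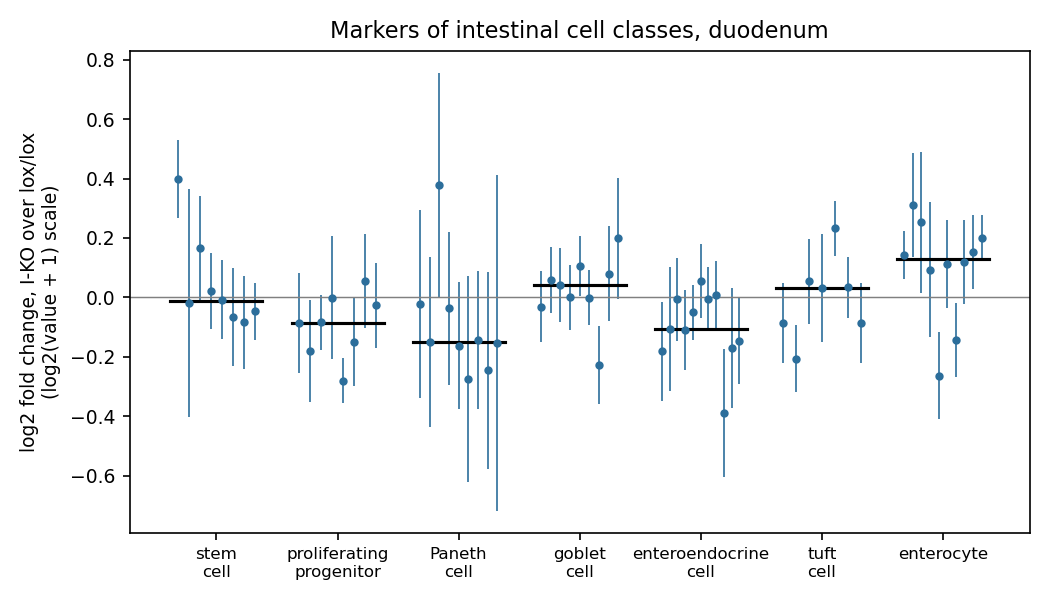
Log2 fold change of 62 cell class markers in duodena of Ppara I-KO relative to Ppara lox/lox mice, on the log2(value + 1) scale. Each point is the limma estimate of 1 gene with its standard error as a bar, and black lines are the medians of the classes, which lie between -0.15 and 0.13.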

Transcriptional data from enlarged guts and *Ppara* I-KO show that the markers of intestinal specification cell types and are mostly not affected at the transcriptional level (Supplementary Fig. 11).

A niche for stem cell proliferation is established by WNT proteins, excreted chiefly by Paneth cells, which trigger β-catenin signalling. Overnutrition, but also HFD^15^ and PPARδ^16^ activation increase proliferation in the crypts via Wnt/β-catenin pathway. In our experiments, HFD increased β-catenin levels in whole jejuna, and also in proliferative progenitors (Supplementary Fig. 9f). To examine if PPARα may crosstalk with this pathway, we incubated organoids with exogenous WNT3A. Adding WNT3A favours the formation of round cystic organoids rich in stem cells and progenitors, without differentiation into villus-domain cell types^39^. By adding palmitate to the culture, WNT3A efficiently promoted stemness in the WT littermates, but the stemness was markedly reduced in organoids from the *Ppara* I-KO (Fig. 4n, o). This demonstrates that in the presence of lipids (as during HFD), PPARα is required for fully effective WNT/β-catenin signalling, and stem cell division in the crypt leading to full villus growth.

### PPARα antagonism reduces absorption in human intestinal biopsies independently of fatty acid oxidation

To establish the relevance of PPARα-mediated villus growth in humans, and elucidate its role in promoting nutrient absorption, we used commercial human intestinal epithelia biopsies mounted to cell culture insets (MatTek EpiIntestinal 3D tissue model, Fig. 5a)^40^. These tissues obtained from healthy donors maintain crypt-villus polarity native structure and physiology up to several weeks. We applied small volumes of tissue medium with vehicle or PPARα antagonist GW-6471 to the apical side of the epithelium, thus mimicking the interface of the native brush border and the lumen. A five-day incubation with GW-6471 moderately reduced the uptake of non-metabolizable dipeptide glycyl-sarcosine (GlySar), as measured by its concentration in the basolateral medium (Fig. 5b) and its decrease in the apical medium (Fig. 5c). The reduction (~50%) of palmitate uptake was even stronger (Fig. 5d, e). These effects were not due to any alteration in permeability of the intestinal barrier in the human biopsies, the integrity of which remained intact (Fig. 5f). Remarkably, in samples incubated only 8-days with GW-6471 the villi shortened (Fig. 5g, h), in agreement with the decreased organoid proliferation upon treatment with the PPARα antagonist, and with the in vivo data using the *Ppara* I-KO mice. Similar reduction in fatty acid uptake and villi length was obtained with the alternative PPARα antagonist NXT-629 (Fig. 5i-k), indicating that the effects of PPARα antagonism are independent of the choice of the drug.

**Fig. 5:**
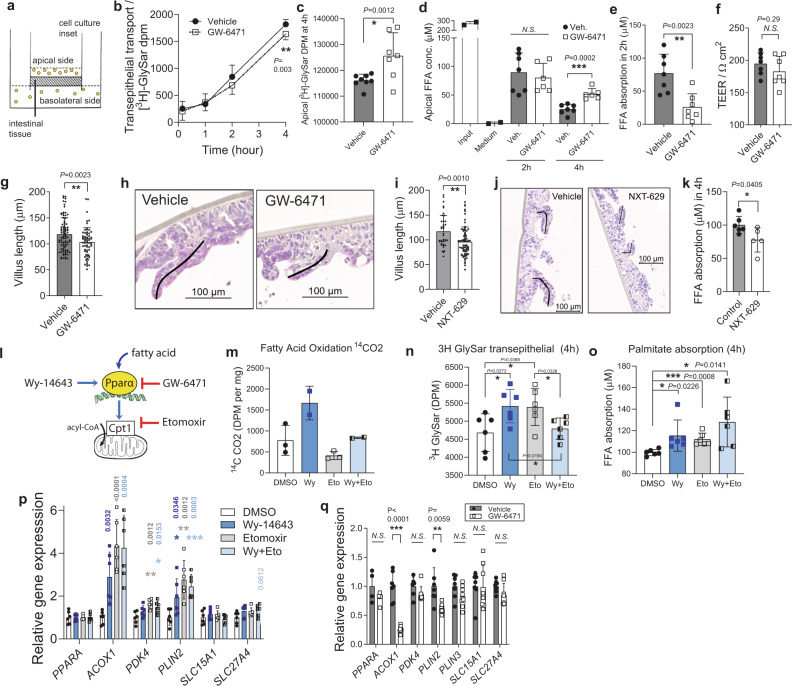
PPARα antagonism reduces fatty acid uptake and villi length in human intestinal biopsies. **a** Graphical representation of the human epithelial biopsy culture. **b**, **c** Basolateral (**b**) and apical radioactivity (**c**) of dipeptide [^3^H]GlySar, *n* = 7 per group of epithelial biopsy insets cultured seven days with PPARα antagonist 5 μM GW-6471 or DMSO. **d**, **e** Apical concentration of free fatty acids (**d**) and calculated palmitate absorption between 2 and 4 h, *n* = 7 (vehicle), 6 (GW-6471) biopsy insets (**e**). **f** Trans-epithelial electrical resistance at the end of the experiment, *n* = 7 (vehicle), six (GW-6471) biopsy insets. **g**, **h** Full villi lengths *n* = 88 (vehicle), 63 (GW-6471), pooled from *n* = 5 (vehicle), four (GW-6471) biopsy insets after nine days of treatment (**g**) and representative H&E staining with villi tracing (**h**). **i**, **j** Full villi lengths after nine days of incubation with PPARα antagonist 5 μM NXT-629 (*n* = 70 villi), or vehicle (*n* = 38 villi), pooled from four cell culture insets per group (**i**) and representative H&E staining of villi (**j**). **k** Palmitate absorption in 4 h, from *n* = 6 (vehicle) and four (NXT-629) insets per group, calculated from apical FFA concentration measurements. **l** Graphical representation of the mechanism of pharmacological PPARα agonism (Wy-14643) and antagonism (GW-6471), and of the fatty acid oxidation inhibitor etomoxir. **m** Fatty acid oxidation in human epithelial samples measured by scintillation counting of [^14^C]CO_2_ that is released by in vitro β-oxidation of [^14^C]-palmitate, *n* = 2 (DMSO, etomoxir), three (Wy-14643, Wy-14643+etomoxir). **n**–**p** Basolateral radioactivity of dipeptide [^3^H]GlySar after 4 h of transport (**n**), palmitate absorption in 4 h, calculated from apical FFA measurements (**o**) and relative qPCR gene expression in epithelial biopsies, normalized to *Tbp* (**p**) after 10-day inhibition with DMSO, 4 μM Wy-14643, 50 μM etomoxir, and Wy-14643 + etomoxir, *n* = 6 biopsy insets per group. **q** Relative qPCR gene expression after GW-6471 treatment, *n* = 7 (vehicle), eight (GW-6471) insets per group. **b**–**h** and **q** are pools from two independent experiments. All data represent mean ± S.D, *P ≤ 0.05, **P < 0.01, ***P < 0.001 of *t*-test confidence level 95%. Source data are provided as a Source Data file.

We next investigated how PPARα regulates fatty acid absorption and villus growth. PPARα regulates fatty acid β-oxidation (FAO), as well as aspects of lipid transport and droplet formation^33,41^. To determine if intestinal FAO is necessary for lipid absorption, we treated human epithelial cultures with etomoxir (Fig. 5l), which inhibited FAO (Fig. 5m). In turn, PPARα activator Wy-14643 increased FAO, which was prevented by co-incubation with etomoxir (Fig. 5m). The activator increased both dipeptide and palmitate uptake (Fig. 5n, o). Paradoxically, etomoxir mimicked the effect of the activator. Co-incubation of Wy-14643 with etomoxir not only failed in preventing the increase of the acute palmitate uptake, but further slightly raised it, which was not the case for the dipeptide uptake (Fig. 5n, o). This suggests that the decrease of lipid uptake observed in *Ppara* I-KO and after PPARα antagonism may not be due to decreased FAO (Supplementary Fig. 9g–i, Supplementary Table 3, Fig. 5m), but through some other PPARα-mediated process.

### PPARα coordinates lipid absorption in the gut by regulating lipid droplet expansion

Enterocytes take up dietary fat in form of free fatty acids and monoacylglycerols, which are formed from triglycerides^42^. CD36 is a key intestinal fatty acid transporter, while SLC27A4 is the main fatty acid-binding protein that channels the fatty acids through enterocytes and activates them for future metabolism^43^. In enterocytes, free fatty acids and monoacylglycerols are re-esterified into triglycerides and exported to the blood in chylomicrons, while a fraction remains in enterocytes as cytosolic LDs (especially after a fat-rich meal and in diet-induced obesity). Formation of cytosolic LDs depends on a number of cytosolic LD-associated proteins, including perilipin-2 and 3^44^. In addition to increasing the expression of *Acox1* and *Pdk4*, PPARα activation in tissue cultures also enhanced *Plin2* (Fig. 5p), a lipid droplet surface protein in the intestines. Etomoxir also increased *Plin2*, as noticed earlier^45^. On the other hand, peptide and fatty acid transporters *Slc15a1* and *Slc27a4* showed no (or only marginal) increase in expression. Nonetheless, inhibition of PPARα reversed these effects (Fig. 5q).

To investigate if there is a change in lipid uptake and droplet formation in the intestines, we orally administered 100 μl of olive oil to mice that were fasted overnight. After one hour, mice were sacrificed and the sections of jejuna were treated with neutral lipid stains LipidTOX or Oil Red O (Fig. 6a, b). Quantification of lipid droplets in the intestinal epithelium revealed that the enterocytes of *Ppara* I-KO mice had diminished cytoplasmic lipid content, compared to epithelium of the control littermates (Fig. 6c). The lipid droplets of the *Ppara* I-KO mice were smaller than those of the controls (Fig. 6d), and these smaller droplets contributed more to total lipid droplet area than large droplets; in contrast to the controls (Fig. 6e). These observations are consistent with the attenuated postprandial lipidaemia in *Ppara* I-KO mice at 1 to 2 hours after acute fat load (as in Fig. 3m). In *Ppara* I-KO jejuna, *Cd36*, *Slc27a2* and *Slc27a4* expression was decreased, whereas genes critical for glucose and peptide absorption, the re-esterification of absorbed fatty acids, packaging in chylomicrons, and mitochondrial content were not affected (Fig. 6f, Supplementary Fig. 9k, Supplementary Fig. 10m). In contrast, *Plin2* expression was strongly suppressed in *Ppara* I-KO, both at mRNA and protein level (Fig. 6f-h). 

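In the duodena of Fig. 6g, Plin2 was compared with Plin3, which encodes another lipid droplet coat protein. Plin2 lies on chromosome 4 of GRCm38 from 86648386 to 86670060. It had 111, 97.8 and 117 CPM in lox/lox replicates 1 to 3. Values in I-KO replicates 1 to 4 were 106, 73.7, 73.4 and 68.6 CPM. The mean was 108 ± 9.71 CPM (SD, n = 3) in lox/lox and 80.4 ± 17.0 CPM (SD, n = 4) in I-KO duodena, which is 0.741 of the lox/lox mean. Of the I-KO libraries, 3 lay below every lox/lox library, and I-KO replicate 1 lay among the lox/lox values. The log2 fold change of Plin2 was -0.45 (standard error 0.15). It did not pass limma's test over all genes (adjusted p = 0.954) or over the genes of Fig. 6f alone, but passed when adjusted over the PPARα target list alone (adjusted p = 0.0331 from limma). That list was set after the values of Fig. 6g, from these same libraries, had been seen, so this pass is not independent support. The unadjusted p of Plin2 from limma was 0.0156, and 0.0565 without lox/lox replicate 3. An exact two-sided permutation test of the 7 values gave p = 0.0857, where 0.0286 is the smallest p that 3 mice against 4 allow. With each library left out in turn, the log2 fold change stayed between -0.58, without I-KO replicate 1, and -0.38, without I-KO replicate 4. Limma's adjusted p for Plin2 was between 0.316 and 0.9998 over the alternatives, and 0.316 without I-KO replicate 1. Plin3, on chromosome 17 of GRCm38 from 56277476 to 56292873, had 504 ± 52.2 CPM (SD, n = 3) in lox/lox and 518 ± 82.7 CPM (SD, n = 4) in I-KO duodena. Its log2 fold change of 0.03 (standard error 0.14, adjusted p = 0.992 from limma) was smaller than the spread between mice (exact two-sided permutation test, p = 0.743), and changed sign with column totals (-0.0084) and with single libraries left out (-0.05 to 0.13). The paper states that Plin2 is strongly suppressed in Ppara I-KO. It draws on jejunal qPCR (n = 7 per group, 0.356 of the lox/lox mean), on the transcript in these duodena and on the protein in organoids.

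**Figure D3:**
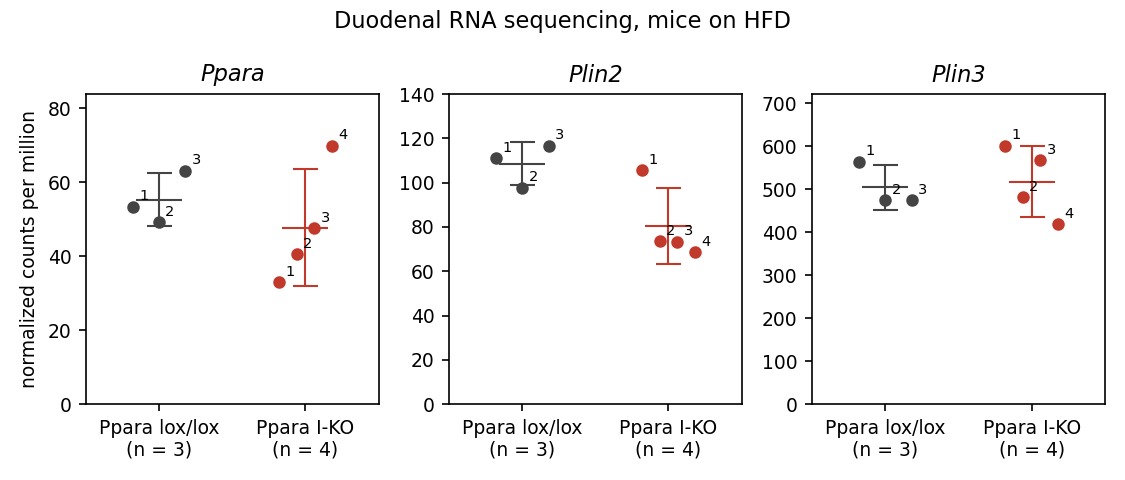
Normalized counts (CPM) of Ppara, Plin2 and Plin3 in each duodenum of 3 Ppara lox/lox and 4 Ppara I-KO mice on HFD. Points are single mice with their replicate number, horizontal marks are means and bars are 1 SD, and for Plin2 I-KO replicate 1 lies at 106 CPM and the other I-KO mice between 68.6 and 73.7 CPM.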

PLIN2 (also known as adipophilin, ADRP) is critical for LD formation and stability, and its absence hampers the ability to form lipid droplets in many tissues^46–48^. Therefore, we further investigated the PPARα-dependant response of PLIN2 to palmitate load in intestinal organoids from *Ppara* I-KO and control mice. Palmitate increased PLIN2 protein levels over 8-fold in WT organoids. This increase was abolished in *Ppara* I-KO derived organoids (with less than 1% remaining, Fig. 6h), demonstrating a near-complete depletion of PLIN2 upon PPARα deletion. Conversely, palmitate enhanced the *Plin2* transcript for over 4-fold in WT organoids, while PPARα agonism led to over 20-fold increase of the *Plin2* levels. Both palmitate and PPARα agonism had no effect on *Plin2* expression in *Ppara* I-KO organoids (Fig. 6i), showing that the increase of PLIN2 after pharmacological activation of PPARα, and importantly upon palmitate stimulation, is PPARα-dependant. Collectively, these findings suggest that lack of PPARα delays fat absorption through the intestine and that, at least partially, this is mediated by downregulation of perilipin 2, necessary for enterocyte lipid droplet formation.

**Fig. 6:**
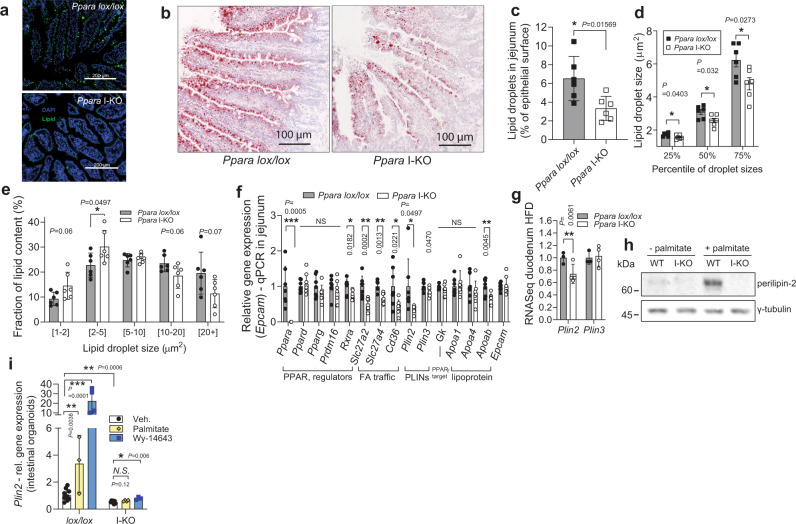
PPARα ablation reduces LD size and amount, and suppresses PLIN2 in small intestine. **a** Neutral lipids in cytosolic LDs in proximal jejunum stained green by LipidTOX, one hour after 100 μl olive oil gavage. **b** Representative Oil red O staining of jejunum cryosection 1 h after olive oil gavage. **c**–**e** Cytosolic LD area as a percentage of total epithelial area (**c**), lipid droplet size distribution (**d**) and contribution of different cytosolic LD sizes toward total lipid area (**e**), quantified from Oil red O stainings of proximal jejuna, 1 h after olive oil load, *n* = 6 female mice per group (each sample is the average of three sections. **f** Relative qPCR gene expression, normalized to *Tbp*, in jejuna of fasted mice on HFD, *n* = 7 per group. **g** Relative RNA sequencing gene expression of *Plin2* and three in duodenum of Ppara mice on HFD, *n* = 3 (*lox/lox*), four (I-KO mice). **h** Western blot against perilipin-2 in the organoids from *Ppara lox/lox* or I-KO, treated with 0.4 mM palmitate: BSA, or BSA. **i** Expression of *Ppara* target genes in the crypts as in (**h**), pool of two experiments, relative to *lox/lox* vehicle group, *n* = 7 for vehicle groups, 3–4 for treatments. All data represent mean ± S.D, *P ≤ 0.05, **P < 0.01, ***P < 0.001 of unpaired two-sided *t*-test confidence level 95%. Source data are provided as a Source Data file.

## Discussion

Our study addresses a fundamental question on the metabolic triggers and mechanisms regulating the plasticity and function of the intestinal lining. The work shows that the intestinal functional and morphological alterations depend on the food amount. Using multiple genetic models, and systematic in vivo approaches, we demonstrate that while several energetic pathways are dispensable, the intestinal PPARα-mediated lipid metabolism is of key importance for the adaptive villi lengthening and increased absorptive function in mice and human intestinal biopsies. This work proposes a concept in which the intestinal plasticity allows optimisation of caloric uptake from the consumed food, by coupling energetically costly intestinal epithelial maintenance to food availability.

Gut reshaping involves elongation, villus growth, microvilli extension, and upregulation of uptake transporters, though not all of them need to be employed equally and at the same time. These processes require energy resources. While our data show that gut expansion mobilizes glycolysis, gluconeogenesis and glutamate utilization pathways; there is a robust capacity for compensation in case one of them is affected. However, we found that PPARα is indispensable for adaptive villi growth and increased lipid transport. While fatty acid oxidation that is orchestrated by PPARα was needed for crypt-villus growth, its inhibition was insufficient to prevent intestinal lipid transport. Instead, our data suggest an alternative pathway, where the intestinal lipid droplet formation is reduced following PPARα depletion, coupled to a marked reduction of PLIN2, a key mediator of lipid droplet formation and growth^48^. In DIO, PLIN2 is upregulated, forming ring-like structures around cytosolic lipid droplets as they grow^44,49^, and *Plin2* deletion affects lipid absorption in intestines and ameliorates DIO^49^. In our experiments, PPARα deletion induced complete blunting of the *Plin2* expression, and fully prevented its elevation driven by an increase in the fatty acid palmitate, which seemed sufficient to suppress the total TG absorption in line with data from the global *Plin2*-KO mice^49^. This notion can be further supported by the current understanding of cytosolic lipid droplets representing a transitional pool of lipids that optimizes absorption during food consumption^50^. Therefore, the reduced lipid uptake following PPARα inhibition may be a result of three complementary effects: decreased intestinal surface due to shorter villi, downregulation of fatty acid transporters on the apical surface of brush border, and reduced expression of *Plin2* in the enterocytes. All three layers of regulation were considerably lower with inhibition or knock-out of *Ppara*, explaining the potent reduction of lipid uptake. These mechanisms also affect sugar and peptide transport, though ex vivo uptake assays and the respective transporter expression data suggest that their uptake is attenuated to a lesser extent than fatty acids.

We found no effect of PPARα deletion on the intestinal lipoprotein assembly machinery, but rather a decrease of fatty acid uptake, packaging and export, independent of fatty acid oxidation status. Earlier reports suggested that docosahexaenoic acid^51^ and benzafibrate^52,53^, activators of PPARα and fatty acid oxidation, attenuate postprandial hyperlipidaemia in vivo and lower basal TG secretion in Caco-2 enterocyte cultures. It is important to note that these studies used exclusively pharmacological approaches, did not measure TG build-up and export in enterocytes after fat load, nor investigated for morphological changes on enterocytes, or contributions from other organs where the pharmacological PPARα activation would play a role. In line with our findings, it is known that ISCs are sensitive to dietary clues, and fatty acids provided by HFD increase ISC proliferation. This was recently attributed to activation of PPARδ^16^, an abundant PPAR isoform in the crypt region, and to PRDM16, a transcriptional regulator of FAO^54^. However, deletion of PPARδ did not alter villi or gut length^16^. Moreover, we found no or very small increase in its expression in any of the enlarged intestines, compared to the PPARα. As PPARδ is more dominant isoform in duodenum, and PPARα in jejunum (Supplementary Fig. 6e, g), it is possible that the two isoforms regulate self-renewal of different parts of intestine, and both PPARα and PPARδ deficiencies attenuate response to WNT3/β-catenin signalling, which reduces stem cell division and cell cycling. However, in contrast to *Ppara*, the *Ppard* I-KO triggers increased fat gain during HFD^55^, indicating that the mechanism of fat handling is distinct in the two knockouts. The contribution of PPARα in the intestinal response to HFD was not addressed in these studies, but Hmgcs2 is a well-known target of PPARα^33,41^, while PRDM16 is the upstream regulator of PPARα and other genes of FAO, especially the upper intestine. Fat-rich ketogenic diet activates HMGCS2 (the rate-limiting enzyme of ketogenesis) in ISC, which stimulates Notch signalling to promote ISC self-renewal^56^. In line with this, our data suggest PPARα as an indispensable mediator of intestinal homeostasis and cell division in jejunum, likely downstream of PRDM16.

It is important to note that various genetic and dietary models can have pleiotropic effects, which may contribute to the correlations observed between food intake and gut surface area. While our study points to the critical contribution of the food amount, it does not exclude that certain food components^29^ can affect the intestinal surface and function independently, or in concert with the food amount. Moreover, the transcription programs orchestrated by PPARα are indispensable for the villi growth in presence of dietary lipids, however, the direct link between the lipid metabolism and the food amount pends further investigations. As recently reported, PPAR and RXR signalling is involved in the complex transitions between early regeneration and latter differentiation in intestinal organoids^57^, and knock-down of RXR, a PPAR co-factor, reduced enterocyte generation, but increased the regenerative capacity. Intriguingly, while PPARα coordinates lipid metabolism and is upregulated by lipid-rich diets, there is no direct correlation between amount of ingested lipid and intestinal surface. Indeed, palmitate and HFD increase crypt formation and stem cell division without resulting in expansion of the absorptive surface (our data and^16^). All this shows that PPARα is essential, but not sufficient for gut surface increase, and that additional mechanisms are necessary to release the break on the intestinal surface expansion. In the case of overeating, this might involve activation of other energy pathways in concert with PPARα, and sensing of mechanical pressure in the intestines.

Mucosa thickening is a hallmark of intestinal adaptations that follow intestinal resection. It is, at the molecular level, a poorly understood process that includes bowel lengthening, growth of villi, and induction of transporter expression^58^. The PPARα-driven mechanism of villus growth could explain why fatty acids such as palmitate or linoleate are the most effective dietary therapy that promotes mucosa re-growth after bowel resection^59,60^, a process that can be further potentiated by feeding prostaglandins^61^. Fatty acids and eicosanoids are strong inducers of PPARα. Conversely, disruption of PPARα and fatty acid oxidation is found in celiac disease, a condition characterized by shortened villi and malabsorption^62^.

Hepatic steatosis and increased adiposity are major risk factors for the development of metabolic syndrome. PPARα ablation in the liver and adipose tissue facilitates fat accumulation in these tissues by reducing levels of fatty acid oxidation^26^. Unexpectedly, *Ppara* deletion in the intestine lowers fat uptake in the liver and fat. Intestinal lipid droplet formation and trafficking regulated by PPARα, therefore, represent important rate-limiting steps in systemic lipid metabolism. Inhibition of this process moderates the excursions of plasma triglycerides after a lipid-rich meal. If pharmacological inhibition of PPARα or lipid droplet formation could be limited to intestines, this would serve as an option for reducing fat absorption and hyperlipidaemia, but also total caloric uptake. As a whole, the remarkable gut plasticity that permits gut and villi to be shrunk or enlarged is, therefore, an asset as a reversible alternative to gastric bypass surgery, or other interventions that aim at reducing body weight gain and obesity-related complications.

## Methods

### Animals

C57BL/6 J, *ob/+* and *ob/ob* animals were purchased from Charles River France. *Hk2 lox/lox* mice (B6.129P2(Cg)-Hk2 < tm1.1Uku) were purchased from EMMA; *Pck1 lox/lox* mice (Pck1-tm1) from MMRRC; while *Glud1 lox/lox* were generated and described before^63,64^ (Glud1tm1.1Pma, MGI:3835667). Genotyping protocols and primers for Hk2, Pck1 and Glud1 mice were taken from respective suppliers. They were all crossed with *villin-CreERT2* mice (B6.Cg-Tg(Vil1-cre/ERT2)23Syr/J), which were gift from Eduard Battle (IRB Barcelona) with permission from Sylvie Robine (Institute Curie). Mice were kept lox/lox homozygous and Cre transgene heterogeneous. Mice crossed with *villin-CreERT2* line were administered in total 3 intraperitoneal (i.p.) tamoxifen injections (10 mg per ml of corn oil, 2 mg per 25 g of body weight), one every other day, starting at of 7 weeks, one week before the start of the experimental treatments. Efficiency of knock-out was confirmed by PCR in whole intestinal tissues and in the sorted intestinal crypt cells. *Villin-Cre* mice (B6·Cg-Tg(Vil1-cre)1000Gum/J) were purchased from Jackson Laboratory, crossed with *Ppara lox/lox*, and maintained by *Ppara loxP/loxP x Ppara lox/lox; Cre* breeding. Deletion and tissue specificity were checked as previously characterized^32^. Lgr5-EGFP-IRES-creERT2 mice were purchased from Jackson Laboratory. All mice were on predominantly C57BL6/J background. All mice were bred, housed and experimented with in SPF facilities, except Ppara mice, which were bred and experimented with in the conventional zone. Control mice for all intestinal KO mice were always their lox/lox littermates, also injected with tamoxifen (where applicable). All mice were kept on 12-h light (7am–7pm)/dark cycle on 23 °C, while cold exposure was on 6 °C, in the light and humidity controlled (40%) chambers. Cold-exposed mice were always kept two per cage, without cotton pads and houses, separated by the genotype, while HFD and HF-HS mice were kept 2–4 mice per cage, with the enrichment, separated by the genotype (the cohorts for the food intake and faeces measurements), or mixed (in the repeated experiments). All mice were males, unless specified otherwise in a Figure legend, and in vivo measurements were not blinded. All procedures were approved by the Geneva cantonal and the Swiss federal authorities for animal care and experimentation under GE/84/19 and GE/146/19. Animal research was conducted according to the Swiss regulations (Federal Animal Welfare Act) and guidelines (RESAL - Lemanic Animal Facility Network).

### Diets

The different foods are summarised in Supplementary Table 2. *“Standard chow”* was, if not indicated otherwise, RM3-E-SQC from Special Diets Service (SDS, product code 811181, 4.2% weight of crude fibre, 11.4 MJ/kg of ME). *High-fat (HFD) diet* (60% kJ from fat, 6.0% of weight crude fibre, 21.4 MJ/kg of metabolizable energy [ME]) was from ssniff (Germany), E15742-34 (“blue pellets”). *High-fat high-sucrose (HF-HS) diet*, also known as Surwit diet (59% kJ from fats, 26% kJ from carbohydrates, 0.1% of weight crude fibre, 22.8 MJ/kg of ME), was from ssniff, EF D12331 mod. (“orange pellets”). *Energy-reduced food* was from ssniff (SM – Energy reduced, V9631-S710), and had energy density reduced by 40% compared to chow, mainly by replacement of starch with fibre (38% kJ from carbohydrates, 51% kJ from protein, 11% kJ from fat, 17.3% of weight crude fibre, 7.7 MJ/kg of ME). *HFD no fiber diet* in Supplementary Figure 1d, h, i, and Fig. 2n is from SAFE diets (France), 260 HF, product code U8978 Version 19, (60% kJ from fat, 0% fibre, 23.1 MJ/kg of ME) *HFD added fibre* (code HF150, SAFE) is nearly identical diet, with added 1.4% cellulose (22.2 MJ/kg of ME). Additionally, chow diets from SAFE diets (SAFE-150) and sniff (V1554-703) were used in Supplementary Fig. 1e–i, and chow SAFE-150 in Figs. 2n and 4. All foods were γ-irradiated.

### Animal procedures and measurements

Male 14 to 18-week-old Ppara mice were placed in the calorimetric cages (Labmaster, TSE, BadHomburg, Germany) to measure food intake, locomotor activity, oxygen consumption and CO_2_ production during seven days; energy expenditure was normalized to lean mass. For acute fat load test, mice were fasted for 3 h and gavaged with 100 μl of olive oil (Sigma-Aldrich). Blood samples during oral and intraperitoneal glucose tolerance tests (OGTT, IPGTT) and acute fat load test were collected from the tail vein in EDTA coated tubes (Sarstedt, CB 300 K2E). For OGTT or IPGTT, mice were fasted 12 h overnight and gavaged or injected, respectively, with 2 mg of glucose per g of body weight. For bomb calorimetry of the faeces, 48-hour faeces were collected from the cage bedding (2 mice per cage), vacuum dried, pulverized to the fine powder and analysed in the calorimeter (Parr, 6100, USA). Consumed energy was calculated by formula: digestible energy (kcal) = food intake (g) x food caloric density (kcal/g) − faeces weight (g) x faeces caloric density (kcal/g).

### Tissue and blood processing and analysis

Before sacrifice, mice were fasted 5 hours (unless specified otherwise). Blood collection. 500 μl of blood was taken from terminally anesthetized mice in tubes with 11 μl of 0.5 mM EDTA, 4 μl of aprotinin (1.3%) and 4 μl of DPP-IV (10 mM) and plasma stored at −80 °C. GLP-1, GIP, glucagon and ghrelin were measured by Bio-Plex Pro Mouse Diabetes panel (#17003661), from plasma diluted 1:4 according to instructions, on Bio-Plex 200 Luminex platform (Biorad). Triglycerides were measured by Trig/GB kit (Roche), free fatty acids by NEFA-HR kit (Wako). Intestines were carefully unfolded and samples taken ensuring that they are from the same sites between different mice. *RNA isolation and qPCR*. RNA from tissues and cell cultures was isolated with TRIzol (Life Technologies), cDNA synthetized by High-Capacity cDNA Reverse Transcription Kit (Applied Biosciences). Transcript levels were measured by quantitative RT-PCR using SYBR Green, on the instrument LightCycler 480 (Roche), and the levels were normalized to *Tbp or Rplp0*, as indicated in the legend, or to epithelial marker *Epcam* (for the organoid cultures). The primers used for the qPCR are provided in the Supplementary Table 1. *Metabolomics* analysis was done as described earlier^3,65^. Complete metabolomics measurements and statistical methods are provided in the Supplementary Data 1 of this paper. *RNA Sequencing*. RNA was isolated by TRIzol regent. RNA sequencing for RT and cold groups (sequencing 1), and *ob/ob* and C57BL6/J control (sequencing 2) were done by iGE3 Genomics Centre of University of Geneva, with methodology detailed earlier^3^.

Three samples were submitted per group; each being a pool of two equal amounts of RNA isolated from proximal jejunum. The reads were mapped with the TopHat v.2 software to the UCSC mm10 reference; on new junctions and known junctions annotations. Biological quality control and summarization were done with RSeQC-2.3.3 and PicardTools1.92. The differential expression analysis was performed with the statistical analysis R/Bioconductor package EdgeR v. 3.4.2, for the genes annotated in mm10. Briefly, the counts were normalized according to the library size and filtered. The genes having a count above 1 count per million reads (cpm) in at least 3 samples were kept for the analysis. The differentially expressed genes tests were done with a GLM (general linear model) with a negative binomial distribution. Normalized counts are shown. For comparison on the graphs in Fig. 2, RT and *ob* controls were merged together in a single WT group. For *Ppara* I-KO (*n* = 4) and *Ppara lox/lox* (*n* = 3), duodena from male mice on 8-week HFD were used. Western blot. Tissue and crypt cultures were homogenized with the tissue lyser in the RIPA buffer with protease and phosphatase inhibitors, and cleared by centrifugation, according to standard techniques, and separated by SDS electrophoresis on 10% polyacrylamide gel. Western blots were probed with antibodies against: PLIN2 (guinea pig, 1:1000, MyBioSource), γ-tubulin (1:5000, Sigma Aldrich #T6557), GAPDH (1:1000, abcam), PCNA (1:500, origene, TA309795), PEPCK (1:1000, sc-74825, Santa Cruz), GDH (1:1000, Cell Signalling).

### Microscopy

Tissues for haematoxylin and eosin staining (H&E) and immunohistochemistry were saved in 4% paraformaldehyde (PFA), and for electron microscopy in 2.5% glutaraldehyde in cacodylate buffer. For lipid droplet visualization and quantification, the liver and proximal to middle jejunum samples were frozen on dry ice, cryosectioned, fixed briefly in 4% PFA and treated with Oil Red O with haematoxylin counterstain, or with LipdTOX HCS LipidTOX™ Green Neutral Lipid Stain (Invitrogen) and DAPI (Vectrashield). Quantification was done from Oil Red O staining, in FIJI ImageJ software 1.51 by thresholding stained scans in red channel, then automatic counting of lipid droplets and measuring their area, then normalizing to total epithelial tissue area (measured by thresholding it for entire tissue). Liver triglycerides were isolated by Folch method and resuspended lipids quantified by Trig/GB kit (Roche). *Villi analysis*. H&E sections of proximal jejunum were scanned by Axioscan.Z1 platform (Zeiss) with 20x objective. Perimeters were traced around complete sections, following outer edge of submucosa. Villi lengths were measured in ZEN 2 software by tracing intact, full-length villi from the beginning of the villus domain until the top. Broken, cross-cut, or degraded villi were not measured. In total, 5–10 villi per section from 2–3 sections per jejunum were measured, and the average length reported. Microvilli were imaged in the samples from the proximal jejuna by the transmission electron microscope Morgagni (FEI Company, Eindhoven, Netherlands) at EM Core Facility of University of Geneva. 40-80 electron micrographs per section, taken from the middle part of multiple villi, and 6 representative microvilli along the brush border of the micrograph were measured in iTEM software (ResAlta). *Immunofluorescence*. Antigen retrieval was in 10 mM citrate pH 7.0 buffer, 15 min in microwave, permeabilization in Triton X-100 0.1%, primary and secondary antibodies were diluted in PBS, 1% BSA, 0.1% Tween-20, and washed with 3x with PBS. Antibodies (1:200): LysC (sc-27958, Santa Cruz), anti-BrdU (ab6326, Abcam), chromogranin A (sc-1488, Santa Cruz), Alcian blue was used as previously described^3^. For histological experiments, researchers were blinded to group allocation during processing and quantification of the sample through labelling of samples by the numeric codes.

### Crypt isolation and organoid culture

Intestinal crypts were isolated and the cultured as described before^19^. In brief, 4–5 cm segments of proximal jejuna were gently stripped from villi, washed with PBS, then incubated 30 min, at 4 °C in PBS with 2 mM EDTA. Crypts were released by pipetting up and down, counted and seeded 75 crypts in 20 μl of Matrigel (Corning 356231 growth factor reduced) per well of flat-bottom 48-well plate. After solidification, 300 μl of ENR (EGF, noggin, r-spondin) medium was added in which the organoids were cultured: Advanced DMEM/F12 medium, supplemented with EGF 40 ng/ml (Peprotech), recombinant murine Noggin 200 ng/ml (Peprotech), R-spondin (a gift from Gerald Schwank, University of Zurich; 5 ml of R-spondin conditioned medium from 293T-HA-RspoI-Fc cell line per 50 ml of the culture medium), 1 μM N-acetyl-L-cysteine (Life technologies), 1X N2 (Life Technologies), 1X B27 supplement (Life Technologies). For WENR medium, murine WNT3A (Peprotech) was added to ENR in the concentration indicated. Treatment with drugs started on second day after seeding with 2 μM GW-6471 (Sigma-Aldrich), 2 μM NXT-629 (MedChemTronica), 4 μM Wy-14643 (Sigma-Aldrich), 50 μM etomoxir (Lucerna), 200 mM palmitate:BSA complex, or appropriate vehicle controls (DMSO, fatty acid-free BSA) in the conditioned medium, and media were changed every two days. The plates were maintained at 37 °C, 5% CO_2_, in humidified incubator. Plates were scanned in z-stacks on days 5, 7 and/or 9 on ImageXpress platform, and crypts were counted blindly in ImageJ. 40–60 organoids were counted per well, and 2–3 wells condition. Crypts were harvested for RNA or protein isolation on days 7–10 by dissolving matrigel in ice-cold PBS.

### Flow cytometry (FACS)

Crypts from Lgr5-GFP mice were isolated as above, and suspension of villi in PBS was obtained by gently scraping longitudinally opened section of proximal-to-mid jejunum by microscope cover glass. Cell suspension was spun down, resuspended in 1 ml of undiluted TrypLE Express (Invitrogen) + 100 µl of DNase I (10 U/µl, Roche), then incubated in a 32 °C thermobloc for 2 min, without shaking, and placed on ice. Pelleted cells were washed once in Advanced DMEM/F12, and incubated 30 min on ice in antibody mix of 1 μl of each CD45-PE (eBioscience, 30-F11), CD31-PE (Biolegend, Mec13.3), Ter119-PE (Biolegend, Ter119), CD24-Pacific Blue (Biolegend, M1/69), and EPCAM-APC (eBioscience, G8.8) in 1 ml of Advanced DMEM/F12. Cells were washed twice in PBS and filtered through 70 μm mesh. 7-aminoactinomycin D (7-AAD) was added to exclude dead cells. The cells were sorted on BD FACS ARIA Fusion, with software BD FACS Diva Software version 8.0.2. CD31^−^ CD45^−^ Ter119- 7-AAD + were excluded, others isolated as follows: *intestinal stem cells*: Lgr5-EGFP^high^ EpCAM^+^ CD24^low/−^; *transiently amplyfing progenitors***:** EGFP^low^ EpCAM^+^ CD24^low/−^; *Paneth cells:* CD24^high^/Sidescatter^high^ EGFP^−^ EpCAM^+^; *epithelial cells from villus*: EpCAM^+^. FACS plots have been produced by FlowJoTM version 10.7. Cells were sorted in RTL solution (Qiagen). RNA was isolated from the pellets with RNeasy® Micro Kit (Qiagen) according to the manufacturer’s instruction for isolation from a cell suspension, and cDNA synthesized by High-Capacity cDNA Reverse Transcription Kit (Applied Biosciences).

### Human epiIntestinal cultures

Human intestinal 3D reconstituted epithelial biopsies were obtained from a commercial supplier MatTek Life Sciences Europe (Bratislava, Slovakia) (MatTek EpiIntestinal™). MatTek obtained tissue samples from accredited institutions after informed consent of the donor or next of kin for use of cells or tissues for research purposes. Samples were collected and prepared in accordance with applicable regulations and guidelines including General Data Protection Regulation (Regulation (EU)2016/679), are fully anonymized, and the study was conducted according to the Declaration of Helsinki on biomedical research. Biopsy cultures were maintained in proprietary medium supplanted on day 2 on apical side with the inhibitors in the concentrations described in the previous section, and renewed every day. For glucose uptake assay: 30 mM D-glucose spiked with 0.1 μCi/ml of D[14 C]-glucose (specific activity 55 mCi/mmol, Anawa, Switzerland) was applied to apical side of a tissue inset. For dipeptide uptake assay: 20 μM of glycyl-sarcosine (Sigma-Aldrich), spiked with glycyl-[2-^3^H]-sarcosine, and apical and basolateral medium sampled at 0, 1, 2 and 4 hours. For palmitate absorption, 400 μM of palmitate: BSA complex was applied (together with the treatment antagonist or agonist) to apical side (150 μl total volume), and 10 μl of apical compartment was sampled at time 0, 2 and 4 h. Free fatty acids in sampled aliquots were measured by NEFA-HR kit (Wako). For fatty acid oxidation test, the tissue membrane was incubated 2 h with 200 μM of L-carnitine hydrochloride, 200 μM of palmitic acid, spiked with 0.5 μCi/ml of palmitic acid (Anawa, [1-^14^C] / s.A. 50-60 mCi/mmol, Conc. 0.5 mCi/ml), at 37 °C. CO_2_ released was captured on the filter paper soaked in 1 M NaOH and placed in the cap tube. Filter paper was put in 3 ml of the scintillation liquid (PerkinElmer Ultima Gold) and radioactivity was measured in the scintillation counter, then normalized to the input protein. Before the harvest, the integrity of barrier function was confirmed by measuring trans-epithelial electric resistance with a cell culture volt/ohm-meter (EVOM, World Precision Instruments). Membranes with the tissues were excised from the insets, cut in half and saved for RNA isolation and histology.

### Statistical analysis

Statistical tests are specified in the figure legends. To calculate significances, we used: for normally distributed continuous data (e.g. body weight, plasma triglycerides, qPCR etc.) non-paired two-tailed Student *t*-test with confidence level of 95%; for the discrete data (crypts per organoid) non-parametric one-tailed Mann–Whitney rank test with confidence level of 95%. For the multiple comparisons, we used non-paired one-way ANOVA, with Dunnet post-hoc correction, the alpha 0.05. For the gene expression levels by RNA sequencing, significances are calculated by general linear model with negative binomial distribution; *P* values without correction are shown in the figures. For pathway enrichment analysis, transcripts with log(count per million reads) >1 and *P* < 0.05 were selected and run through MetaCore software pipeline (Thomson Reuters, build 6.21.66768, portal.genego.com). Simple linear regression was used to calculate correlations and Pearson’s *R*^*2*^ coefficient, with confidence interval 95% and two-tailed *P* value aet alpha 0.05. Graphs and statistical analysis were done in GraphPad Prism 8.3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Sequencing data associated with this study have been deposited to the Gene Expression Omnibus with accession codes GSE74228, GSE182348, and GSE152056. Source data are provided with this paper. Metabolomic source data are provided in the Supplementary Data 1 of the paper. All other data used in this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dietary excess regulates absorption and surface of gut epithelium through intestinal PPARα
**Source:** Nat Commun. 2021 Dec 2;12:7031. doi: 10.1038/s41467-021-27133-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1

Description: Metabolomic mass spectrometry source data

How the deposited data were processed for this re-analysis (not part of the article)

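Duodenal RNA from 3 Ppara lox/lox and 4 Ppara I-KO male mice on HFD was sequenced, with 100 base single reads according to the sample labels. Genotypes and replicate numbers were taken from the labels, and their numbers match those in the paper.

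The authors deposited 1 table of signal values, in which the counts of each gene are scaled to an adjusted library size (CPM) and given to 2 decimals, for 14795 genes and 7 libraries. A last line without a gene name and without values was dropped. The paper's paragraph on jejunal sequencing names TopHat with the mm10 genome, RSeQC, PicardTools and EdgeR, and a filter on genes with a CPM above 1 in at least 3 samples. The statistics section gives a negative binomial model, with p-values shown without correction, for RNA sequencing in general. The legend of Fig. 6, which shows duodenal Plin2 and Plin3, gives an unpaired two-sided test instead. The filter had not been applied to the deposited CPM table, since 1396 of its genes fail it.

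Low values of each library lie on multiples of a step of between 0.0393 and 0.0530 CPM, the value of 1 read. Among values of up to 20 steps, 100% per library were within the rounding of 0.005 of a multiple, and between 83.5% and 100% within 0.1 of a step. Tests on counts were left out because the second share was below 95% in 5 libraries. This is a chosen limit, since the rounding is at most 0.127 of a step and leaves neighbouring read numbers distinct at these values. Read numbers taken from the steps were used for the depth, for comparing replicates and for checking the scaling. Between 20741419 and 25885331 reads per library were counted on the listed genes. Counting error is small at the level of Plin2, and the spread between mice sets its precision. Library sizes from the trimmed mean of M values of these reads were between 0.994 and 1.006 of those behind the deposited values. Replicate pairs differed by more than sampling noise, with a chi-square per degree of freedom of at least 13.5, so none was taken for a repeat of another.

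Of the gene symbols, 13922 were found in the GENCODE M21 annotation of GRCm38, the assembly also called mm10, and coordinates come from it. Of the list genes, Gk, Gpat3 and Defa30 were matched through RefSeq synonyms to the older symbols Gyk, Agpat9 and Gm15284 of the table after the data were seen. Clca1 of the goblet cell list is in this older naming a symbol of Clca3a1, while the goblet cell gene now called Clca1 is listed as Clca3, and both were kept. Log2(value + 1) of the 13399 genes with a CPM above 1 in at least 3 libraries was fitted with limma 3.58.1 in R 4.3.3, with genotype as the only term. P-values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Tests on counts with EdgeR had been planned first, with limma for normalized values. Single genes were also compared by an exact permutation test over the 35 splits of the 7 libraries into 3 and 4. The PPARα target list was tested with camera at a correlation of 0.01, and with fry and an estimated correlation as alternatives.

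The tests, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from what is given as chosen afterwards. By this rule Ppara, Plin2, Plin3 and the genes of Fig. 6f are named, with list genes past the threshold, and up to 10 genes with the largest rise and 10 with the largest fall past the threshold without overlap between the groups. The values of Fig. 6f and Fig. 6g in the paper's Source Data had been seen when this rule and the lists were written. The lists were PPARα targets, the genes of Fig. 6f, markers of 7 cell classes, factors of cell specification, pathway genes named in the paper, re-esterification and chylomicron assembly, glucose and peptide absorption, pancreatic acinar genes, smooth muscle, B and plasma cells, T and intraepithelial lymphocytes, Brunner gland and stomach, adipocytes, and sex-linked genes.

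The fit was tested on simulated reads, drawn for the tested genes at the depths and with the spread of the 7 libraries. With 200 genes changed by 1 on the log2 scale, 85.5% of them were called, together with 8 unchanged genes. At a change of 0.5, 20.5% were called, together with 3 unchanged genes, and with no gene changed 0 of 13309 were called. These shares hold for 200 changed genes, drawn independently of each other. With fewer changed genes the adjusted threshold is stricter, so the shares do not give the power of the real comparison. Alternatives were median-of-ratios size factors, column totals, no filter, a pseudocount of 0.5, unadjusted p, adjusted p of 0.1 and 0.01, the replicate number as a block and each library left out in turn. An intensity trend, the trend with a robust fit, sample quality weights and a filter at 10 reads in 3 libraries were added after the data were seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.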

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

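The tests of explanations in this part were chosen after the values had been seen, although the median-of-ratios size factors and column totals that some of them use were planned. A search for a library far from the others covered 24 of the quantities reported here in the 4 I-KO libraries, of which 1.2 would be expected to stand out by chance and 3 did. Among the 24 are Bcmo1 and Isx, which were picked after their values had been seen, so this tally is not a test. The 3 lox/lox libraries were not searched.

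Plin2 in I-KO replicate 1 stood apart from the other I-KO libraries, with 106 CPM against 68.6 to 73.7 CPM. Its gap to the nearest of them was 0.862 of the range of the group, above Dixon's 95% limit for 4 samples. A wrong label is argued against by 34 other PPARα targets, on which I-KO replicate 1 lay at 0.857 on a scale where 0 is the level of the lox/lox libraries and 1 that of the other I-KO libraries. The lox/lox libraries lay between -0.636 and 0.381. Scaling is argued against, since the gap was still 0.841 of the range or more under median-of-ratios size factors and column totals, above the same limit. Fat tissue in the sample is argued against, since 0 of the adipocyte genes Adipoq, Fabp4 and Cfd were highest in this library, with Fabp4 at 19.4 CPM against 17.2 to 23.8 CPM in the others. Pancreatic tissue stays open. The acinar genes of lox/lox replicate 2 summed to 23.4% of those in I-KO replicate 1, with no background subtracted. In I-KO replicate 1 Plin2 lay 33.7 CPM above the mean of the other I-KO libraries. If pancreatic tissue gave all of this, the same share would raise Plin2 in lox/lox replicate 2 by 7.91 CPM. That is less than the SD of 9.71 CPM between lox/lox libraries, so the effect of pancreatic tissue cannot be told apart from the spread between mice. A difference between mice, such as in feeding, was not tested.

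Pancreatic acinar genes also set I-KO replicate 1 apart, with a gap of 0.955 of the range of the group. The 15 genes of the list in the table summed to 451 CPM in this library, 106 CPM in lox/lox replicate 2 and between 30.0 and 48.8 CPM in the others. Ctrb1 had 79.2 CPM, Cela2a 54.1 CPM and Pnlip 49.6 CPM in I-KO replicate 1, and each was below 1 CPM in every library other than this one and lox/lox replicate 2. Of the 15 genes, 5 pass the filter on low values, so the duodenum also gives reads on some of them. A candidate source is pancreatic tissue taken with the duodenum, for which all 15 genes were highest in I-KO replicate 1 and 14 were second highest in lox/lox replicate 2. The sum is 0.0438% of the values of this library. Genotype alone does not give this pattern, since the other 3 I-KO libraries were not raised.

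Bcmo1 in I-KO replicate 3 had 15.9 CPM, against 51.0 to 54.9 CPM in the other I-KO libraries and 5.10 to 14.9 CPM in lox/lox, a gap of 0.9 of the range of the I-KO group. Its log2 fold change was 1.97 (standard error 0.46, adjusted p = 0.686 from limma). A wrong label is argued against by the 34 PPARα targets, on which I-KO replicate 3 lay at 1.015 on the scale above. Scaling is argued against, since the gap was still 0.862 of the range or more under median-of-ratios size factors and column totals. A difference between mice was not tested. Isx, picked with it, had a log2 fold change of -0.48 (adjusted p = 0.791 from limma) and a gap of 0.343 of the range.

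The metallothionein genes Mt1, Mt2 and Mt4, which the paper does not discuss, were higher in all 4 I-KO libraries than in any lox/lox library. Mt1 had 34.3 ± 10.9 CPM (SD, n = 3) in lox/lox and 265 ± 43.1 CPM (SD, n = 4) in I-KO duodena, a log2 fold change of 2.96 (adjusted p = 0.00147 from limma). Mt2 had 4.72 ± 2.26 CPM (SD, n = 3) and 80.1 ± 13.3 CPM (SD, n = 4), a log2 fold change of 3.90 (adjusted p = 0.00146 from limma). Mt4 was listed at 0 in all 3 lox/lox libraries and at 2.20, 2.95, 2.65 and 1.94 CPM in I-KO replicates 1 to 4. Its fitted log2 value of 1.77 (adjusted p = 0.00089 from limma) depends on the pseudocount and is not a fold. Over the alternatives, the adjusted p from limma was at most 0.0189 for each of the 3 genes. Mt3, which lies between Mt4 and Mt2, was not raised, with 0.47 ± 0.06 CPM (SD, n = 3) in lox/lox and 0.31 ± 0.15 CPM (SD, n = 4) in I-KO duodena. It was below the filter on low values and was not tested, so it is too low to weigh the explanations below.

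Several explanations of the metallothionein rise are argued against. The largest adjusted p from limma under median-of-ratios size factors and column totals was 0.00142, which argues against scaling. Among 665 other genes with transcripts of at most 1100 bases, the median log2 fold change was -0.003 and the 99th percentile 0.41, which argues against gene length. Reads of Mt1 placed on Mt2 at a fixed share would not change the ratio of the 2 genes, but Mt2 was between 9.76% and 14.9% of Mt1 in lox/lox and at least 28.6% in I-KO libraries. A copy gain of the whole region is argued against by the 26 tested genes within 1 Mb, which had a median log2 fold change of -0.067 and a largest value of 0.31. Zinc or another metal would also be expected to raise the zinc exporter gene Slc30a1, whose log2 fold change was -0.08 (standard error 0.10). This is the evidence of 1 gene, and other inducers of metallothioneins were not tested.

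The Cre transgene and the loss of PPARα occur in the same 4 libraries, so either stays open for the metallothionein genes, which lie on chromosome 8 of GRCm38 from 94137197 to 94180327. As a hypothesis from a scan of these same data, a chromosome segment linked to the transgene may differ between the genotypes. Of the 26 tested genes within 1 Mb, 7 had an unadjusted p below 0.05 by limma, 4 higher and 3 lower in I-KO, where 1.3 would be expected. Of the 35 splits of the libraries 1, the real one, gave as many, and the largest count in another split was 5. A share as large as 26.9% was found in 12 of 9527 windows of 1 Mb around other genes. None of the 26 genes passed an adjusted p of 0.05 by limma, and neighbouring genes can be regulated together, so the evidence is weak. Sequence carried by the transgene and counted on these genes is another explanation. It cannot be told apart from the loss of PPARα, since Mt4 had values in all 4 libraries with Cre and in none without, as either would give.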

How the results depend on the processing

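Of the alternatives, the intensity trend, the robust fit, the sample quality weights and the filter at 10 reads were chosen after the data were seen. The planned EdgeR likelihood ratio test, Wald test of DESeq2, voom and filter of EdgeR were not run, since the deposited values are normalized and, in 5 libraries, less than 95% of the low values lay within 0.1 of a step of a whole read number. This is a chosen limit, and such tests on the read numbers remain to be done.

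The count of 4 differentially expressed genes was between 3 and 5 with each library left out. It was 3 or 4 under the other scalings, without a filter, at 10 reads, with the other pseudocount, with the trend alone and at adjusted p of 0.1 and 0.01. It was 635 at an unadjusted p of 0.05, which is a looser threshold, 9 with the trend and robust fit, and 12 with sample quality weights. The cause was not tested for the last 2, each of which included all 4 genes. Mt1, Mt2 and Mt4 were called under every alternative run. Me1 was lost at an adjusted p of 0.01, with column totals (adjusted p = 0.0765 from limma), with a pseudocount of 0.5 (adjusted p = 0.0722 from limma), and without lox/lox replicates 1 (0.195) and 3 (0.204) and I-KO replicates 1 (0.221), 2 (0.147) and 3 (0.133). Its log2 fold change stayed between -1.43 and -1.18 with each library left out. Of the 35 splits 1, the real one, gave 4 or more genes, and the others at most 3. This argues against chance for a count of 4, at the smallest permutation p that 35 splits allow (0.0286). Under the alternatives next named chance is not argued against. The count was 3 with column totals and with a pseudocount of 0.5, and 3 and 4 of the 35 splits gave as many, a comparison added after the data were seen. As many genes at an unadjusted p of 0.05 were found in 17 of the 35 splits.

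Plin2 kept its direction under all 17 alternatives, between -0.58 and -0.38 with each library left out. Over all genes it passed under 1 of them, the unadjusted p (0.0156 from limma, log2 fold change -0.45), and it also passed when adjusted over the PPARα target list alone (adjusted p = 0.0331 from limma). The unadjusted pass was lost without lox/lox replicate 3 (0.0565 from limma) and kept without each other library (at most 0.0435). The adjustment over the list alone was made with all 7 libraries, and the list was set after the values of Fig. 6g had been seen. Ppara stayed between -0.45 and -0.10 with each library left out and passed under none of 17. Plin3 changed sign with column totals (-0.0084) and over the libraries left out (-0.0477 to 0.125). Other genes of Fig. 6f near 0 also changed sign, Ppard (-0.0058) and Rxra (-0.0101) with column totals, and Apoa4 (-0.0174 to 0.2106), Apob (-0.1979 to 0.0117), Epcam (-0.0098 to 0.1425) and Prdm16 (-0.0292 to 0.2183) over the libraries left out. The cause was not tested. Column totals moved the median of all genes from 0.0017 to -0.03.

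Cell class markers past the threshold by limma numbered 0 in 16 of 17 alternatives, and 4 at an unadjusted p of 0.05. Genes of Fig. 6f numbered 0 in 16 of 17, and 2 at an unadjusted p of 0.05. For counts of 0 every split gives as many (35 of 35) whatever the values, so the splits say nothing about either. The PPARα target list kept a negative median under all 15 alternatives run on it, between -0.41 and -0.33 with each library left out and -0.42 with column totals. Fry (p = 0.000744) and camera with the estimated correlation (p = 0.00206) were run on the main fit only. The other alternatives used camera at the preset correlation, whose p is far too small for these data, so their p-values carry no weight. Of the 35 splits 1, the real one, gave a camera p as small as 4.35e-24 at the preset correlation. It was also the only split as extreme by fry and by camera with the estimated correlation. The splits argue against chance, at the smallest permutation p they allow (0.0286).

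Replicate numbers are shared by the groups. Deviations from the group means correlated across genes, which are not independent replicates, at -0.014, 0.184 and -0.009 for numbers 1, 2 and 3. This gives little sign of pairing across all genes, but such correlations cannot exclude it. With the replicate block limma called 3 genes, without Me1 (log2 fold change -1.37, adjusted p = 0.184). I-KO replicate 4 has no partner and drops out of this fit. Without this library, the unadjusted p of Cd36 from limma was 0.174 with no block and 0.00254 with it (adjusted p = 0.592). The unadjusted p of Me1 from limma went the other way, from 6.8e-06 to 0.000106.

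Depth limits the lowest genes, since 10 reads stand for about 0.429 CPM at the median depth.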

Differences from the paper's values

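For Plin2 in the duodenum, the paper's p-value is about 0.0061 in Fig. 6g, and the unadjusted p from limma was 0.0156. Under all alternatives set before the data were examined that were run, the values differed by more than 1.5 times. The p from limma was 0.0142 under median-of-ratios size factors, 0.0113 with column totals, 0.0153 without a filter, 0.0181 with a pseudocount of 0.5, 0.0286 with the replicate block and between 0.000306 and 0.0565 with each library left out. The paper's statistics section gives a negative binomial model for RNA sequencing, while the legend of Fig. 6 gives an unpaired two-sided test. The legend's test of the 7 CPM values, computed after they were seen and only for this comparison, gives 8.6 times the paper's p with equal and 6.8 times with unequal variances, so it does not reach it. The negative binomial model was not run. With sample quality weights, chosen after the values were seen, limma gave 0.00532, within 1.5 times of the paper's value, and 0 of the paper's calls in Fig. 6g were dropped, while the adjusted p was 0.506, in a range of 0.316 to 0.9998 over the alternatives. The relative values of Plin2 and Plin3 in the paper's Source Data for Fig. 6g, 7 for each gene, all match the deposited CPM divided by the lox/lox mean within rounding to 2 decimals.

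The paper describes the fall of Plin2 in Ppara I-KO as strong, over jejunum, duodenum and organoids together. In the duodenum Plin2 fell by 25.9%, was lower than every lox/lox library in 3 of 4 I-KO libraries, and passed limma's threshold at an unadjusted p or when adjusted over the PPARα target list alone (adjusted p = 0.0331), but not when adjusted over all genes tested or over the genes of Fig. 6f. The target list was set after the values of Fig. 6g had been seen.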

Other observations

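The tests of explanations in this part were chosen after the values had been seen, although camera with the estimated correlation and column totals, which they use, were planned.

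Ppara in the library labelled I-KO replicate 4 had 69.9 CPM, above all 3 lox/lox libraries. A wrong label is argued against by 34 other PPARα targets, on which this library lay at 0.814 between the level of lox/lox, at 0, and that of the other I-KO libraries, at 1. The lox/lox libraries lay between -0.636 and 0.381 and the other I-KO libraries between 0.857 and 1.17. Reads outside the floxed part of Ppara and from cells without Cre were not tested, since the table gives 1 value per gene.

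The lower level of the PPARα target list in Ppara I-KO duodena was weighed against technical explanations. A lower share of enterocytes is argued against, since enterocyte markers had a median log2 fold change of 0.13 (0.09 with column totals), with 8 of 10 higher. A factor per library moves all genes alike, so scaling is argued against by the median of the list, which lay at -0.39 relative to the median of all genes tested (camera with the estimated correlation, p = 0.00206). As a hypothesis, the difference may reflect the loss of intestinal PPARα. The Cre transgene is in the same libraries and stays open, as does any difference in feeding between the mice.

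The genes that Fig. 6f shows in jejunum were also read in the duodenum, where 0 of 15 passed an adjusted p of 0.05 by limma, 0 passed when adjusted over the list alone, and 2, Pparg and Plin2, had an unadjusted p below 0.05. Gk, listed as Gyk, had a log2 fold change of -0.22 (standard error 0.11). Their median log2 fold change was 0.03 (mean -0.07, and median -0.0101 with column totals). The paper's jejunal qPCR values come to 0.001 of the lox/lox mean for Ppara, 0.356 for Plin2, 0.409 for Cd36, 0.513 for Slc27a2 and 0.670 for Slc27a4, and for the other genes to between 0.621 for Apob and 1.07 for Ppard and Apoa1. In the duodenum the CPM of the first 5 came to 0.864, 0.741, 0.735, 0.824 and 0.888 of the lox/lox mean, with log2 fold changes of -0.25 (standard error 0.22), -0.45 (standard error 0.15), -0.39 (standard error 0.35), -0.27 (standard error 0.18) and -0.18 (standard error 0.14). The difference from the jejunum was not tested, and feeding differs with the tissue and the method, since the legend of Fig. 6f names fasted mice and the sample labels refed ones. The duodenal value of Ppara does not check the deletion, since a gene total includes reads outside the floxed part and from cells without Cre. Without lox/lox replicate 3, where Cd36 had 87.8 CPM against 35.4 and 42.1 CPM in the other lox/lox libraries, the log2 fold change of Cd36 was -0.0029. With each library left out it was between -0.65 and -0.0029 for Cd36, between -0.41 and -0.10 for Slc27a2, weakest without lox/lox replicate 3, and between -0.26 and -0.09 for Slc27a4, weakest without I-KO replicate 4. Apoa1 (0.14), Apoa4 (0.09), Apob (-0.07), Epcam (0.07), Prdm16 (0.10), Rxra (0.03) and Ppard (0.03) had log2 fold changes near 0, and of these all but Apoa1 changed sign with column totals or with a library left out. Pparg was higher in all 4 I-KO libraries than in any lox/lox library, with 19.1 ± 1.17 CPM (SD, n = 4) against 14.8 ± 2.57 CPM (SD, n = 3), a log2 fold change of 0.36 (adjusted p = 0.954 from limma). Without lox/lox replicate 3 it was 0.21, with an unadjusted p of 0.0588 from limma, and in the paper's jejunal qPCR Pparg was lower, at 0.8 of the lox/lox mean.

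In lox/lox duodena Ppard had 193 ± 6.43 CPM (SD, n = 3), between 3.12 and 3.76 times the CPM of Ppara in the same library, and Ppara had between 3.10 and 5.32 times the CPM of Pparg. CPM are not corrected for transcript length.

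No gene of the other lists passed an adjusted p of 0.05 by limma over all genes tested. For 24 pathway genes named in the paper the median log2 fold change was 0.07 (mean -0.02, range -1.02 to 0.47), with 6 at an unadjusted p below 0.05 and 2 adjusted over the list alone. For 17 genes of re-esterification and chylomicron assembly it was 0.02 (mean -0.0025, median -0.0172 with column totals, range -0.57 to 0.30), with 1 at an unadjusted p below 0.05, Fabp1, and 0 adjusted over the list alone. For 10 genes of glucose and peptide absorption it was 0.14 (range -0.14 to 0.34), with 1 at an unadjusted p below 0.05, Slc2a5, and 0 adjusted over the list alone. Both names were chosen after their values were seen. The remaining lists had 0 genes at an unadjusted p below 0.05 by limma. Their medians were 0.13 for 8 smooth muscle genes (range 0.07 to 0.24), 0.03 for 7 B and plasma cell genes (mean -0.0053, median -0.0035 with column totals, range -0.23 to 0.17), -0.03 for 8 T and intraepithelial lymphocyte genes (range -0.14 to 0.11), 0.13 for 3 Brunner gland and stomach genes (mean -0.09, range -0.60 to 0.21), -0.03 for 5 adipocyte genes (range -0.23 to 0.02), 0.20 for 5 pancreatic acinar genes (range 0.10 to 0.65) and -0.11 for 4 sex-linked genes (range -0.25 to 0.15). All 15 acinar genes in the table were highest in I-KO replicate 1, so the acinar median leans on this library and says little about genotype. Xist is not in the table, and the Y-linked gene Ddx3y had between 19.1 and 35.5 CPM in every library.

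The deposited table opens with 44 genes out of alphabetical order. Of these, 42 could be tested, and all 42 had an unadjusted p below 0.05 by limma (largest 0.0212), 30 lower and 12 higher in I-KO, with 4 past an adjusted p of 0.05. For 42 of the 44 genes the groups did not overlap, where chance gives 5.7%. Of the 44 genes, 14 belong to the PPARα target list, 0 are cell class markers, and Plin2 is not among them. The table does not say why these genes come first.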
